# RNA sequencing reveals novel LncRNA/mRNAs co-expression network associated with puerarin-mediated inhibition of cardiac hypertrophy in mice

**DOI:** 10.7717/peerj.13144

**Published:** 2022-04-05

**Authors:** Shan Ye, Weiyan Chen, Caiwen Ou, Min-Sheng Chen

**Keywords:** Long non-coding RNA, Message RNA, RNA sequencing, Cardiac hypertrophy, Puerarin

## Abstract

**Background:**

Evidence has demonstrated that puerarin is a potential medicine for the treatment of cardiac hypertrophy. However, the precise underlying molecular mechanisms of the protective effect of puerarin are still unclear. Here, we aimed to explore the regulatory mechanisms of lncRNAs/mRNAs co-expression network in a cardiac hypertrophy mouse model after puerarin treatment.

**Methods:**

A mouse model of cardiac hypertrophy was established by transverse aortic constriction (TAC). The echocardiography, tissue staining and western blot were used to examine the protective effect of puerarin. Then RNA sequencing (RNA-seq) was carried out to analyze systematically mRNAs and lncRNAs expression. The target lncRNA were confirmed using qRT-PCR. Moreover, a coding/non-coding gene co-expression network were established to find the interaction of lncRNA and mRNAs. The biological process, cellular component, molecular function and pathways of different expression mRNAs targeted by lncRNA were explored using Gene Ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis.

**Results:**

Puerarin exhibited an obvious inhibitory effect in cardiac hypertrophy in TAC model. RNA-seq analysis was performed to investigate the lncRNAs and mRNAs expression patterns of cardiomyocytes in sham and TAC groups treated with or without puerarin. RNA-seq identified that TAC downregulated four lncRNAs, which could be revised by puerarin treatment (|log2 Fold change| > 2 and FDR < 0.05). Among them, expression alterations of lncRNA Airn (antisense of Igf2r non-protein coding RNA) was confirmed by qRT-PCR. Pearson’s correlation coefficients of co-expression levels suggested that there was an interactive relationship between Airn and 2,387 mRNAs (*r* > 0.95 or *r* < −0.95). Those co-expressed mRNAs were enriched in some important biological processes such as translational initiation, cell proliferation, insulin-like growth factor binding and poly(A) RNA binding. KEGG analyses suggested that those Airn-interacted mRNAs were enriched in endocytosis, signaling pathways regulating pluripotency of stem cells and the Jak-STAT pathway.

**Conclusion:**

Puerarin may exert beneficial effects on cardiac hypertrophy through regulating the lncRNAs/mRNAs co-expression network.

## Introduction

Left ventricular hypertrophy refers to the enlargement and thickening of the left ventricle walls. Developing left ventricular hypertrophy puts people at higher risk of myocardial infarction, heart failure and cardiac arrest (Mongiovi et al., 2010; Tang et al., 2020). It is demonstrated that cardiomyocyte hypertrophy is the main pathological change of left ventricular hypertrophy (Hutchings et al., 2018). However, there is no effective treatment for myocardial hypertrophy so far (Rodrigues, Leite-Moreira & Falcao-Pires, 2016). Therefore, it is urgent to find an effective treatment for cardiomyocyte hypertrophy. Puerarin (PUE) is an active component isolated from the Traditional Chinese Medicine Gegen (Zhang, 2019). Recently, it was found that puerarin could significantly inhibit cardiomyocyte hypertrophy. It was reported that puerarin prevented cardiac hypertrophy through regulating the AMPK, mTOR and Nrf2 pathway, suggesting that puerarin may be potential drug candidate for myocardial hypertrophy (Cai et al., 2018; Liu et al., 2015). However, the effect of puerarin on cardiomyocyte hypertrophy and its precise underlying molecular mechanisms need further study before its clinical usage for myocardial hypertrophy.

Long non-coding RNA (lncRNA) is a kind of non-coding RNA with a length of more than 200 nucleotides (Statello et al., 2021b). Although lncRNAs do not code for proteins, they exert regulatory functions at various levels of gene expression, including chromatin modification, transcription, and post-transcription (Statello et al., 2021a, 2021b; Yang et al., 2020). Recently, the role of lncRNA in cardiovascular disease has attracted more and more attention. Many previous studies have found that lncRNA is abundant in the cardiovascular system, which is involved in the pathophysiological processes of heart development, myocardial remodeling, myocardial hypertrophy and cardiomyocyte apoptosis, *etc*. (Diao & Zhang, 2021; Gomes et al., 2020; Zhang, Yang & Qiu, 2021). Although current studies have demonstrated that lncRNAs play an important part in the pathophysiological process of cardiac disease, whether lncRNAs are associated with the protective role of puerarin in myocardial hypertrophy remains unknown. In the present study, RNA sequencing (RNA-seq) was performed to understand systematically the function of lncRNAs in the pharmacological action of puerarin in myocardial hypertrophy.

## Materials and Methods

### Study design and transverse aortic constriction (TAC)-induced myocardial hypertrophy mouse model

Male C57BL/6 mice (aged 5 weeks old) used in this study were purchased from the Guangdong Medical Laboratory Animal Center (Guangzhou, China). The mice were fed a standard laboratory diet and housed under standard conditions. Two weeks later, a total of 15 mice were randomly assigned using computer-generated random number tables to sham group, TAC group and TAC+PUE group. The sham group mice received intraperitoneal (i.p.) injection of the saline and the surgical procedures without the constriction. TAC group mice received i.p. injection of the saline and the TAC procedures to induce cardiac hypertrophy. The TAC+PUE group mice received a daily i.p. injection of puerarin (Sigma Aldrich, St. Louis, MO, USA) 3 days before TAC and continued for 21 days after TAC. The doses administered for puerarin (100 mg/kg per day) were chosen based on previous studies (Chen et al., 2014).

TAC is widely used as a disease model of chronic ventricular hypertrophy (Bosch et al., 2020). Thereby, TAC was used to establish myocardial hypertrophy in mice as described in a previous study (Meng et al., 2018). Briefly, following anesthetization with isoflurane (Henry Schein, Melville, NY, USA), the aortic arch was exposed after a midline incision in the anterior neck. The transverse aortic arch between the left common carotid artery and the brachiocephalic artery was chosen as the site of constriction. The aortic arch was constricted by tying a 6.0 nylon suture ligature against a 26-gauge needle. After rapid removal of the needle, an incomplete constriction was formed. The successful constriction of TAC was verified using trans-thoracic echocardiography. All procedures were carried out according to the Guide for the Care and Use of Laboratory Animals (National Research Council (U.S.) et al., 2011). All animal experiments were approved by the Institutional Animal Care and Use Committee of the Second Affiliated Hospital of Guangzhou Medical University, Guangzhou, China (No. B2019-064).

### Organ weight

Body weight (BW) and tibia length (TL) of each mouse were measured 21 days after the TAC procedure. The mice were sacrificed using cervical dislocation under aesthesia, and hearts were arrested in diastole with injection of potassium chloride. And then, the hearts were gained and heart weight (HW) were measured. Heart weight to body weight ratio (HW/BW) and heart weight to tibia length ratios (HW/TL) were counted.

### Echocardiography

After anesthetization with isoflurane, successful ligation was confirmed by color Doppler and pulsed-wave Doppler scanning. Left ventricular posterior wall dimension (LVPWd) and interventricular end-diastolic septum thickness (IVSd) were measured by two-dimensional transthoracic echocardiography. The transthoracic echocardiography was performed by an experienced technician who was blinded to the study groups using an IE33 echocardiographic system (Philips Medical Systems, Leiden, the Netherlands).

### Hematoxylin-eosin (HE) staining

After fixation with 10% formalin, the heart tissues were dehydrated through a serial alcohol gradient and embedded in paraffin wax blocks. And then, heart sections were stained with HE solution (Beyotime, China). The sections were examined under a light microscope (Nikon Technology Co., Ltd., Japan).

### Western blot analysis

Western blot analysis was performed as described previously (Lin et al., 2018, 2021). Briefly, the whole protein of the heart was extracted using radio-immunoprecipitation assay (RIPA) lysis buffer (Kaiji Company, Shen Zhen, China) with protease and phosphatase inhibitors (Kaiji Company, Shen Zhen, China). Protein samples were separated by sodium dodecylsulphate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride (PVDF) membranes. The membranes were then incubated at 4 °C overnight with the following primary antibodies: β-MHC (Bioworld Technology Inc., Louis Park, MN; USA; BS70815, 1:1,000) and GAPDH (Cell Signaling Technology Inc., Danvers, MA, USA; # 5174, 1:1,000). After being washed three times with PBST, the membranes were incubated with the secondary antibodies for 1 h at room temperature. Then, the signals were detected using the Imaging System (GE, Amersham Imager 600, GE, Piscataway, NJ, USA). The relative expression level of proteins was analyzed using Image-Pro Plus 6.0 (Media Cybernetics Inc., Bethesda, MD, USA).

### RNA extraction

Three mice in each group were randomly selected to harvest the heart for the RNA sequence analysis. The mice were sacrificed at 21 days after TAC and hearts were harvested. Total RNA was isolated from heart tissues using Trizol reagent (TaKaRa, Tokyo, Japan). The concentration of the RNA samples was evaluated using a NanoDrop ND-1000 instrument (Thermo Fisher Scientific, Waltham, MA, USA). The integrity of the RNA was assessed by electrophoresis on an agarose gel.

### RNA sequencing analysis

Library preparation and Illumina sequencing analysis were performed as previous study (Li et al., 2017). Briefly, the RNA of heart tissue was used for library construction by KAPA Stranded RNA-seq library Prep Kit (Illumina, NEB, San Diego, CA, USA). Then, the library was pair-end sequenced by Illumina NovaSeq 6000 Sequencing system (Illumina, NEB, San Diego, CA, USA) according to the manufacturer’s protocol. The whole-transcriptome sequencing experiment was completed by Kangcheng Biotechnology Co., Ltd. (Shanghai, China). The per base quality scores indicating the sequences data is of high quality. After trimming the adaptor sequences, clean sequences reads were obtained for subsequently analysis. Then the clean reads were mapped to a reference genome using Hisat2 software. The transcripts were assembled and quantitated by StringTie. The expression level of transcripts was measured by transcripts per kilobase million (TPM) values using the R package of Ballgown (Meng et al., 2021; Zhao et al., 2021b). The unknown transcripts were further screened with Coding Potential Assessing Tool (CPAT) to distinguish the protein-coding genes from the non-coding genes. The unknown non-coding transcripts were then used to screen for novel lncRNAs. The unknown non-coding transcripts with lengths more than 200 nt and more than two exons were selected as novel lncRNA candidates (Zhao et al., 2021a). Raw sequence files have been deposited at NCBI’s Gene Expression Omnibus (Accession code: GSE176244). Differentially expressed lncRNAs with statistical significance among the three groups were observed through volcano plot filtering. Hierarchical clustering was conducted to demonstrate the distinguishable lncRNAs expression pattern among the groups. The volcano plot filtering and hierarchical clustering analysis was conducted from the TPM values using the R package of ggthemes and pheatmap accordingly.

### Quantitative real-time polymerase chain reaction (qRT-PCR) analysis

The lncRNA-seq results were further validated by qRT-PCR analysis as previous study (Lin et al., 2020). Briefly, total RNA isolated from heart tissues was reverse transcribed to synthesize cDNA using SuperScriptTM III Reverse Transcriptase kit (Invitrogen: 18080-044). Then, the qRT-PCR was performed by the QuantStudio5 Real-time PCR System (Applied Biosystems, Waltham, MA, USA) with the 2 × PCR Master Mix (Arraystar: AS-MR-006-5). Airn (antisense of Igf2r non-protein coding RNA) expression was determined using the 5′-CTAAGCCACTGCCGTCCATA-3′ forward primer and 5′-TAGGCGTTCACCCTTGGTCT-3′ reverse primer. Relative expression levels of Airn were normalized with GAPDH (Forward primer: 5′-CACTGAGCAAGAGAGGCCCTAT-3′, Reverse primer: 5′-GCAGCGAACTTTATTGATGGTATT-3′). The results were calculated using the 2^–ΔΔCt^ method. All groups had three independent samples and all of the samples were conducted in triplicate. Cq values obtained from the RT-qPCR testing were considered acceptable for technical triplicates if they fell within mean Cq ± 2 standard deviations (SD).

### Construction of the lncRNA-mRNA co-expression network

The coding/non-coding gene co-expression (CNC) network profile was constructed according to validated altered lncRNA and its related mRNAs. The CNC was established through the weighted gene co-expression network analysis (WGCNA) using the R package WGCNA (v1.69) (Langfelder & Horvath, 2008). The co-expression network between mRNA and lncRNA was constructed utilizing Cytoscape version 2.8.1 software (The Cytoscape Consortium, San Diego, CA, USA) based on the Pearson correlation analysis of lncRNA and mRNA (*r* > 0.95 or *r* < −0.95).

### Gene function analysis

To explore the function of the selected genes in the co-expression network, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for the targets genes were implemented using Database for Annotation, Visualization and Integrated Discovery (DAVID) (Lin et al., 2016).

### Statistical analysis

All results were presented as the mean ± SD. Statistical analysis was performed using GraphPad Prism 7.0 software (San Diego, CA, USA). One-way ANOVA followed by Tukey’s *post hoc* analysis was used to test the differences among groups. A *P* value less than 0.05 was considered statistically significant.

## Results

### Puerarin inhibited TAC induced-cardiac hypertrophy in mics

The ratio of heart weight to body weight or tibia length are useful indexes to quantify cardiac hypertrophy (Yin et al., 1982). As shown in Fig. 1A, the TAC group had significant high heart weight/body weight (HW/BW) ratio and heart weight/tibial length (HW/TL) ratio compared with sham group. Puerarin treatment resulted in a significant reduction of HW/BW and HW/TL ratio compared with TAC group. Echocardiography demonstrated that TAC resulted in the increase of LVPWd and IVSd, which were significantly reversed by puerarin (Fig. 1B). Besides, HE staining analysis of cardiac sections showed that the increased myocyte area in TAC mice was minimized by treatment with puerarin (Fig. 1C). Beta-myosin heavy chain (β-MHC) is a major component of cardiac myosin. The protein expression of β-MHC has historically been used as a marker of cardiac hypertrophy (Ding et al., 2019). Protein levels of β-MHC were detected by western blotting in this study. As expected, the protein expression of β-MHC increased dramatically in TAC mouse ventricular myocytes. Moreover, puerarin significantly reduced the β-MHC expression compared with TAC group (Fig. 1D).

**Figure 1:**
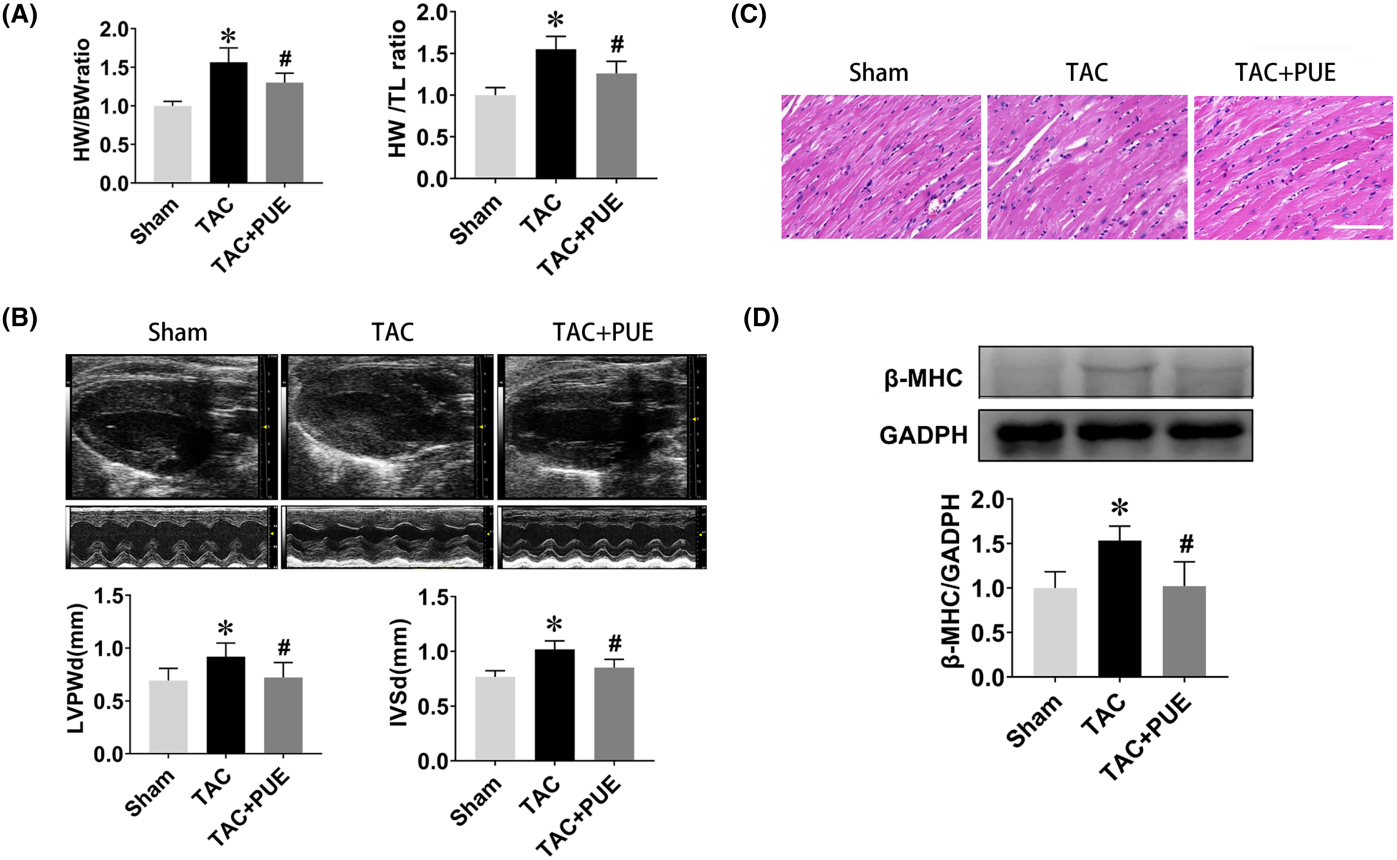
Puerarin decreased the cardiac hypertrophy induced by TAC in mice. (A) Heart weight/body weight (HW/BW) ratio and heart weight/tibial length (HW/TL) ratio from sham and TAC groups treated with or without puerarin (*n* = 5 each group). (B) Left ventricular posterior wall diameter in diastole (LVPWd) and interventricular septum diameter in diastole (IVSd) measured by echocardiography (*n* = 5 each group). (C) Representative images of HE staining (Scale bar = 100 μm). (D) Protein levels of β-MHC was detected by western blotting (*n* = 3 each group). *P < 0.05 *vs* the sham group. ^#^*P* < 0.05 *vs* the TAC group.

### lncRNA expression profiles and validation

RNA-seq was used to assess the expression levels of lncRNAs in heart samples of the sham, TAC and TAC+PUE groups. 

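The 13 mRNAs encoded by the mitochondrial genome, which code for subunits of the respiratory chain and of ATP synthase, took 31.6 to 42.9% of the summed expression in the 3 sham hearts, 2.81 to 7.04% in the 3 TAC hearts and 14.2 to 26.0% in the 3 TAC+PUE hearts. Gm26917 and Gm42418, transcripts of a locus with ribosomal RNA sequence, took 0.520 to 1.11%, 4.81 to 7.50% and 1.11 to 2.52% of it. Myl7, the atrial myosin light chain, stood at 0.857 to 1.07 in the sham hearts, at 79.8, 1.6 and 198 in TAC replicates 1, 2 and 3, and at 27.4, 708 and 245 in TAC+PUE replicates 1, 2 and 3. The hearts were taken 21 days after surgery, in which transverse aortic constriction (TAC) narrows the aortic arch and loads the left ventricle with pressure. TAC+PUE mice also received puerarin, an isoflavone of kudzu root, at 100 mg/kg per day from 3 days before surgery. Libraries were made with a strand-specific kit and sequenced as paired ends, and the authors aligned the reads with Hisat2 and quantified transcripts with StringTie. The values used here are the authors' deposited FPKM (fragments assigned to a gene, relative to its length and to the total of the library), for 13853 genes in a table of sham and TAC, and for 14073 genes in a table of TAC and TAC+PUE that holds the same TAC values. No read counts are used here, so the depth of each library is unknown. FPKM summed over genes to 259362 to 287728 in sham (median 283710), 187444 to 220567 in TAC (median 209445) and 239516 to 251104 in TAC+PUE (median 246717). Each comparison of 3 mice with 3 was fitted with limma on log2(FPKM + 1), over genes of at least 1 FPKM in at least 3 of the 6 libraries, two-sided, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes near 1 FPKM. FPKM are relative to the whole library: the median log2 fold change of all genes tested was -0.12 for TAC against sham and 0.24 for TAC+PUE against TAC. It was 0.02 and -0.05 after median-ratio scaling, 0.30 and 0.04 once the rRNA-like transcripts were removed and the libraries rescaled, and -0.28 and 0.29 once the mitochondrially encoded mRNAs were removed as well, a scaling chosen after seeing the data. Whether counting used the strand is not given in the sources used here, so values of genes that overlap an antisense partner are uncertain.

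**Figure D1:**
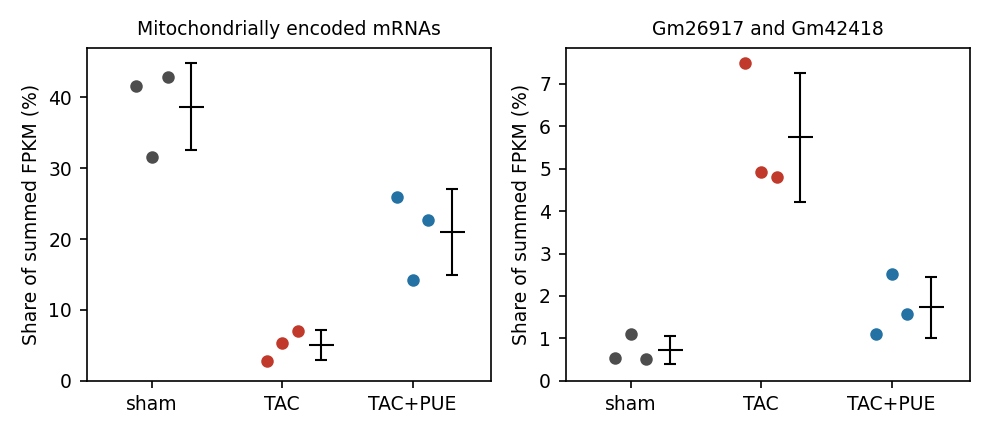
Share of the summed FPKM of each of the 9 libraries, in percent, taken by the 13 mitochondrially encoded mRNAs and by the rRNA-like transcripts Gm26917 and Gm42418. Points are libraries, bars are the mean and SD of 3, and the mitochondrial share is 2.81 to 7.04% in TAC and 31.6 to 42.9% in sham.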

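Malat1, a nuclear lncRNA of the nuclear speckles, stood at 1021 ± 15.5 FPKM in sham, 648 ± 122 in TAC and 1111 ± 110 in TAC+PUE hearts (SD, n = 3 mice each). Neat1, the scaffold of the paraspeckles, stood at 28.6 ± 0.86, 18.6 ± 4.56 and 32.6 ± 3.49 FPKM (SD, n = 3). H19, an imprinted lncRNA that hosts a microRNA, stood at 3.30 ± 0.31, 15.7 ± 9.14 and 14.7 ± 6.75 FPKM (SD, n = 3). Gas5, which hosts small nucleolar RNAs, stood at 6.45 ± 0.66, 3.58 ± 0.61 and 7.21 ± 0.44 FPKM (SD, n = 3). The gene tables hold 458 lncRNA genes for sham and TAC and 467 for TAC and TAC+PUE, of which 434 are in both. The authors also deposited lists of lncRNA transcripts that they had selected between the groups: 408 higher and 936 lower in TAC than in sham, and 644 higher and 162 lower in TAC+PUE than in TAC, 1555 different transcripts in all. Of these, 921 and 502 reached 1 FPKM in at least 3 of the 6 libraries and were tested. Every one of them has groups that do not overlap, against 10% by chance, so an adjusted p over these lists is not one over all lncRNAs, and their directions are not independent evidence.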

Overall, 32,105 lncRNAs were identified by RNA-seq among the groups. It was found that 23 lncRNAs were up-regulated and 716 were down-regulated in the TAC group compared with sham group (|log2 Fold change| > 2 and FDR < 0.05) through a volcano map (Fig. 2A). In addition, nine lncRNAs were up-regulated and one were down-regulated in TAC+PUE group compared with TAC group (|log2 Fold change| > 2 and FDR < 0.05) (Fig. 2B). 

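H19 rose in TAC hearts against sham, by 1.78 on the log2 scale (standard error 0.36, adjusted p = 0.0017 from limma), a call lost in the unlogged linear model (1.96). Mir133a-1hg, the host transcript of the muscle microRNA miR-133a, fell by 2.05 (standard error 0.28, adjusted p = 1.98e-04 from limma), and Lncpint, a lncRNA induced by p53, fell by 1.26 (standard error 0.14, adjusted p = 7.07e-05 from limma). Gas5, Tug1, Malat1 and Neat1 fell by 0.71, 0.84, 0.67 and 0.63 (adjusted p = 0.0015, 4.88e-04, 0.0054 and 0.0068 from limma). Among 12 lncRNA genes of the heart and of stress responses, 1 rose, 7 fell and 4 did not pass the test, the same counts as when adjusted over the list alone. The list's median was -0.62 and its mean -0.27 (adjusted p = 0.24 from limma's camera). Gm26917, one of the rRNA-like transcripts, rose by 2.84 in the same comparison (standard error 0.23, adjusted p = 2.56e-05 from limma). Over all 256 lncRNA genes tested, 63 were higher and 105 lower at an adjusted p under 0.05 from limma. Among the listed transcripts, at a log2 fold change beyond 2 and an adjusted p under 0.05 from limma, 31 were higher and 28 lower in TAC. Those higher were led by Rpl11-202, a transcript of the gene of a ribosomal protein of the large subunit, at 3.44 (standard error 0.31, adjusted p = 8.95e-07 from limma). Dek-205, of the gene of a chromatin protein, was at 2.98, Atp5g3-205, of a gene of ATP synthase subunit c, at 2.78 and H3f3b-204, of a gene of histone H3.3, at 2.71 (adjusted p = 8.46e-06, 7.96e-06 and 2.29e-06 from limma). Those lower included Hsbp1-203, of the gene of heat shock factor binding protein 1, at -2.65, and Gtf2a2-214, of the gene of a subunit of the general factor TFIIA, at -2.45 (adjusted p = 5.26e-06 and 8.99e-06 from limma). Transcripts that share exons with their host gene may share reads with it, and are uncertain. With the rRNA-like transcripts removed and the libraries rescaled 163 transcripts were higher and 634 lower, and 160 lncRNA genes were higher and 102 lower. Malat1 and Neat1 no longer passed (-0.17 and -0.15) and the list's mean was 0.07. Transcripts were rescaled to what is apparently the lncRNA total and genes to the total over genes, so the 2 kinds of count are on different scales. By the medians of the library totals, rescaling alone moves every gene by 0.44, out of 0.50 with the removal. With the mitochondrially encoded mRNAs removed as well, 69 lncRNA genes were higher and 192 lower, and on the TPM + 1 scale of the study's supplement, chosen after seeing the data, 70 transcripts were higher and 883 lower. Without sham replicate 1, 2 or 3 the transcripts lower in TAC numbered 14, 18 and 12 and the lncRNA genes lower 52, 60 and 53, and the lncRNA genes higher numbered 40 without sham replicate 3 and 41 without TAC replicate 3. The filter still asked for 3 libraries, so features below 1 FPKM in TAC were not tested with a sham library left out. That left 573 of 921 transcripts and 210 to 212 of 256 lncRNA genes, so part of the fall in number may come from the filter.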

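In TAC+PUE hearts Mir133a-1hg, Gas5, Lncpint and Neat1 rose against TAC, by 1.37, 0.85, 0.84 and 0.80 on the log2 scale (standard error 0.31, 0.15, 0.17 and 0.19; adjusted p = 0.0074, 0.0039, 0.0055 and 0.0082 from limma). Malat1 rose by 0.79 (standard error 0.19, adjusted p = 0.0092 from limma), a call lost after median-ratio scaling (0.43). Tug1 rose by 0.72 (standard error 0.19, adjusted p = 0.013 from limma), a call lost without TAC replicate 1 (0.60), without TAC+PUE replicate 1 (0.56), after median-ratio scaling (0.44) and with the rRNA-like transcripts removed (0.56). H19 had a log2 fold change of 0.01 (standard error 0.41, adjusted p = 0.98 from limma), and its sign turned under several alternatives. Of the 12 listed lncRNA genes of the heart and of stress responses, 9 rose and 3 did not pass the test, with the same counts when adjusted over the list alone (median 0.65, adjusted p = 0.064 from limma's camera). By adjusted p from limma's camera this list passed in other settings (0.035 without TAC replicate 1, 0.041 without TAC replicate 3, 0.021 after median-ratio scaling, 0.020 with the rRNA-like transcripts removed, 0.037 with the mitochondrially encoded mRNAs removed as well, 0.041 in the joint fit of 9 libraries and 0.030 with no filter, at medians of 0.59, 0.75, 0.35, 0.46, 0.70, 0.60 and 0.59). These passes are at the preset correlation of 0.01, and with an estimated correlation in the main setting the list's adjusted p was 0.96 from limma's camera. Gm26917 fell by 1.54 in the same comparison (standard error 0.29, adjusted p = 0.0042 from limma), a call lost in the unlogged linear model (-1.48). Over all 246 lncRNA genes tested, 75 were higher and 15 lower at an adjusted p under 0.05 from limma. Among the listed transcripts, 12 were higher and 11 lower in TAC+PUE beyond a log2 fold change of 2 at an adjusted p under 0.05 from limma. Hsbp1-203 was higher by 3.06 and Gtf2a2-214 by 2.19 (adjusted p = 2.23e-12 and 9.25e-10 from limma). Rpl11-202, at -2.80, and Atp5g3-205, at -2.68, were lower (adjusted p = 1.37e-09 and 4.06e-09 from limma), as were Rex1bd-204, at -2.37, and Ndufv3-204, of a gene of respiratory complex I, at -2.12 (adjusted p = 2.85e-09 and 3.17e-10 from limma). After median-ratio scaling 9 transcripts were higher and 18 lower, and 35 lncRNA genes were higher and 52 lower. With the rRNA-like transcripts removed and each kind rescaled as above, 324 transcripts were higher and 61 lower, and 65 lncRNA genes were higher and 48 lower. The unlogged linear model, an ordinary t-test without eBayes, called 0 lncRNA genes in either direction, where 88 had an unadjusted p under 0.05 from that t-test. Transcripts higher numbered 7 without TAC+PUE replicate 1, and those lower numbered 5 without TAC replicate 1, 7 without TAC replicate 2 and 17 without TAC+PUE replicate 2. The lncRNA genes higher numbered 47 without TAC replicate 1 and 33, 43 and 37 without TAC+PUE replicate 1, 2 or 3, and those lower 5, 8 and 7 without TAC replicate 1, TAC+PUE replicate 1 or TAC+PUE replicate 3. With a TAC+PUE library left out the filter, still at 3 libraries, left 324 of 502 transcripts and 208 to 216 of 246 lncRNA genes. Part of the fall in number may therefore come from the filter. Without the 3 libraries whose Myl7 was at least 100 FPKM, a choice made after seeing the data, 34 lncRNA genes were higher and 5 lower, in a fit that holds 1 TAC+PUE mouse, assumed to vary like the TAC mice.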

Then, heat map showed that four lncRNAs downregulated in the TAC group were up-regulated by puerarin treatment (Fig. 3).

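Ttc4-209, a transcript of the gene of the chaperone cofactor Ttc4 on chromosome 4 from 106662260 to 106678686, stood at 4.84 ± 1.18 FPKM in sham (SD, n = 3) and 7.20 ± 0.45 in TAC+PUE (SD, n = 3), while TAC replicates 1 and 2 are listed at 0 and TAC replicate 3 at 0.194. Its log2 fold change was -2.44 for TAC against sham (standard error 0.20, adjusted p = 4.27e-07 from limma) and 2.95 for TAC+PUE against TAC (standard error 0.26, adjusted p = 1.15e-14 from limma). Nav3-204, a transcript of the gene of a microtubule-binding neuron navigator on chromosome 10 from 109682660 to 109823585, stood at 2.02 ± 0.08 FPKM in sham and 2.13 ± 0.23 in TAC+PUE (SD, n = 3 each), with TAC replicates 1 and 2 listed at 0 and TAC replicate 3 at 0.0736. Its log2 fold changes were -1.56 and 1.61 (adjusted p = 1.59e-07 and 2.23e-12 from limma), short of 2 in both. With a pseudocount of 1 a transcript near 2 FPKM cannot reach 2 on this scale, even at 0 in TAC. Ablim1-220, a transcript of the gene of an actin-binding LIM protein on chromosome 19 from 57116022 to 57119024, stood at 2.21 ± 0.36, 0.77 ± 0.16 and 2.34 ± 0.39 FPKM in sham, TAC and TAC+PUE (SD, n = 3 each), with log2 fold changes of -0.86 and 0.91 (adjusted p = 4.54e-04 and 4.64e-04 from limma). These coordinates are the supplement's, which places all 3 on the minus strand and names no genome build. The host genes moved less: Ttc4 had log2 fold changes of -0.20 and 0.26 (adjusted p = 0.24 and 0.22 from limma), Nav3 -0.58 and 0.42 (adjusted p = 0.0023 and 0.051 from limma) and Ablim1 -0.84 and 0.60 (adjusted p = 0.0016 and 0.031 from limma), none tested against its transcript. The whole Ttc4 gene stood at 5.31, 4.54 and 5.56 FPKM in sham, TAC and TAC+PUE, below Ttc4-209 alone in TAC+PUE. Reads shared between transcripts of the gene may have been assigned differently between groups, which was not tested, so the level of Ttc4-209 is uncertain. With the rRNA-like transcripts removed the Nav3 and Ablim1 falls no longer passed (-0.34 and -0.36) and Ttc4 turned to 0.25 and -0.01. With the mitochondrially encoded mRNAs removed as well Ttc4 passed in TAC against sham (-0.37). The rise of Ablim1 was lost without TAC replicate 1 (0.42), TAC replicate 2 (0.61), TAC+PUE replicate 1 (0.57) or TAC+PUE replicate 3 (0.54), after median-ratio scaling (0.26), with those transcripts removed (0.30) and in the unlogged linear model (0.58), which called 0 mRNAs in TAC+PUE against TAC. The value of Nav3 in TAC+PUE against TAC passed without TAC replicate 3 (0.52), in the joint fit of 9 libraries (0.42) and with a pseudocount of 5 (0.17), and that of Ttc4 was also below 0 after median-ratio scaling (-0.04). Of 390 transcripts tested in both comparisons, 19 were lower in TAC and 11 higher in TAC+PUE beyond a log2 fold change of 2, and 11 were both, among them Ttc4-209, Hsbp1-203 and Gtf2a2-214. Of the 595 transcripts that the authors listed in both comparisons, 457 are listed as lower in TAC and higher in TAC+PUE and 137 the other way, so the overlap follows from their selection on these libraries and is not independent evidence. The number was 7 without any of the 3 sham replicates, 6 without TAC+PUE replicate 1 or 2 and 8 without TAC+PUE replicate 3. Ttc4-209 then reached 1 FPKM in fewer than 3 libraries and was not tested. From the lncRNAs that fell in TAC and rose with puerarin, the paper proposes that lncRNAs might take part in the protection of the heart by puerarin.

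**Figure D2:**
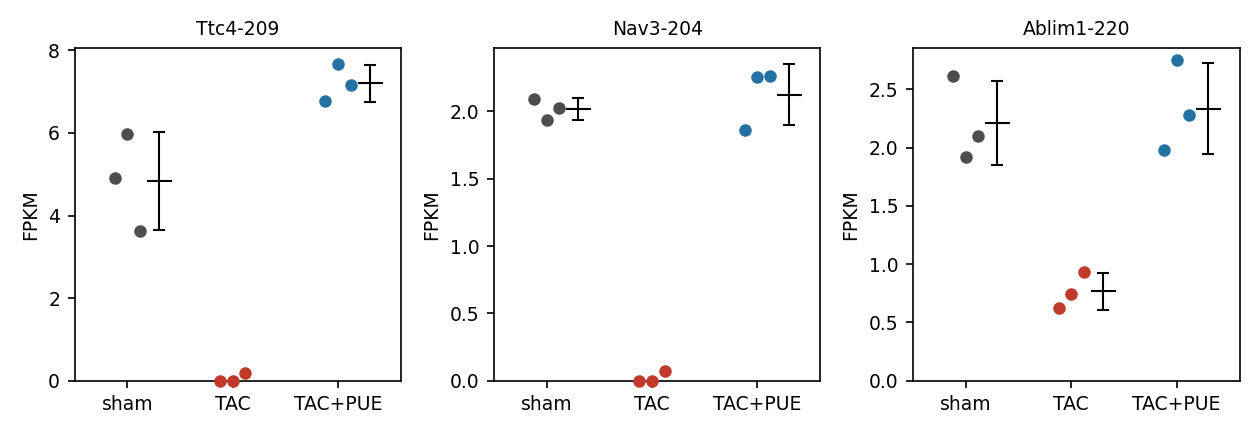
FPKM of Ttc4-209, Nav3-204 and Ablim1-220 in each library of the sham, TAC and TAC+PUE groups. Points are mice, bars are the mean and SD of 3 where no mouse is listed at 0, and in TAC the points of Ttc4-209 lie at 0, 0 and 0.194 FPKM.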

**Figure 2:**
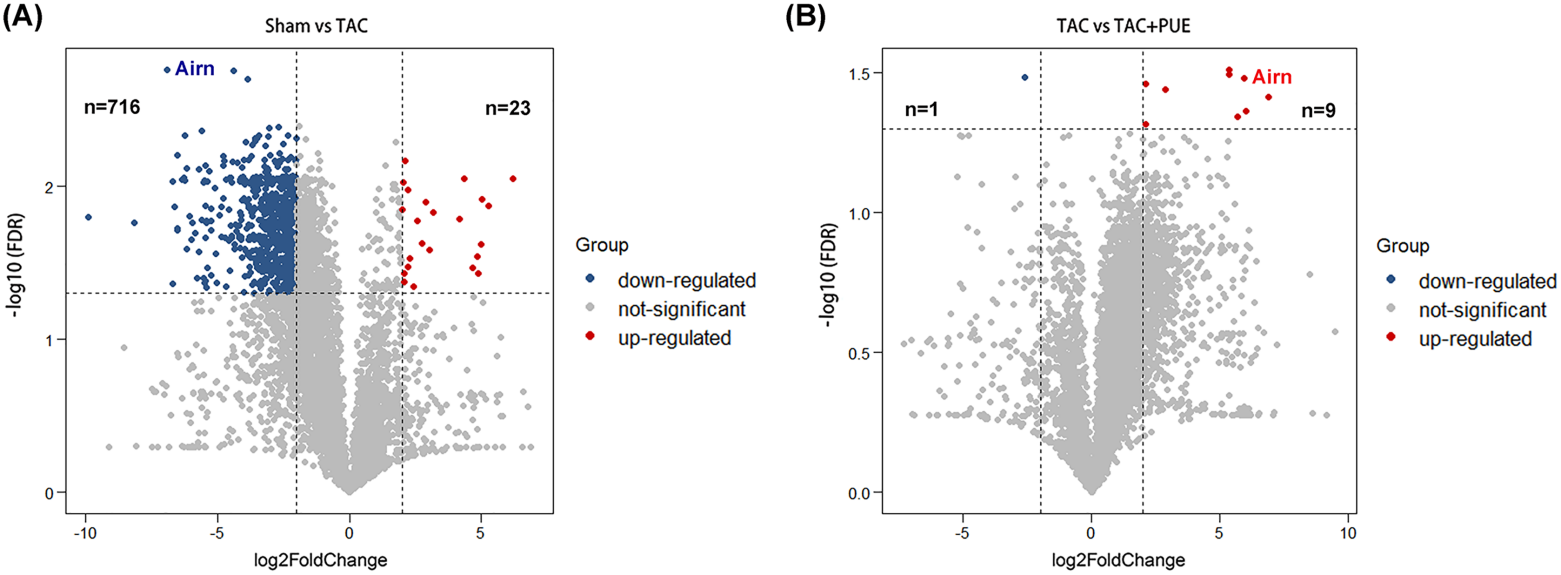
Analysis of lncRNAs expression using RNA-seq data. (A) Volcano plot displaying differentially expressed lncRNAs between the Sham and TAC groups. (B) Volcano plot displaying differentially expressed lncRNAs between the TAC and TAC+PUE groups. Red spots denote up-regulated lncRNAs and blue spots represent down-regulated lncRNAs (|log2 Fold change| > 2 and FDR < 0.05). Grey spots represent lncRNAs with no significant differences.

**Figure 3:**
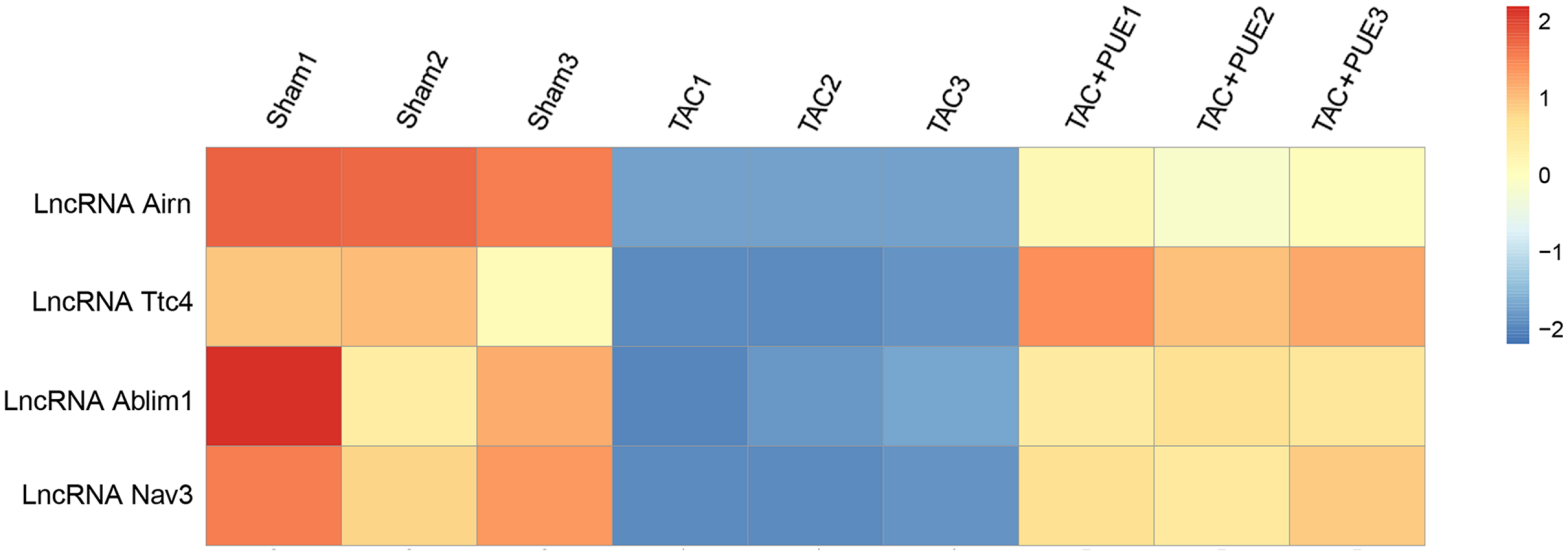
Altered lncRNAs expressions among the groups. There were four lncRNAs down-regulated in TAC group, which was reversed by puerarin treatment. Up-regulated lncRNAs are shown in red, and down-regulated lncRNAs are shown in blue.

To validate the RNA-seq results, the lncRNA with most significant FDR value from the differentially expressed lncRNA profile was selected for the qRT-PCR analysis. The qRT-PCR results showed that there was significant difference among the groups in lncRNA Airn (*P* < 0.05) (Fig. 4).

**Figure 4:**
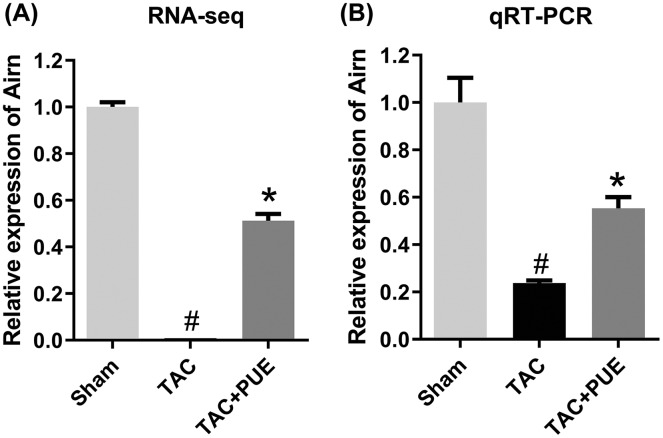
The quantitative real-time PCR (qRT-PCR) validation of differentiation expressed lncRNA in RNA-seq (*n* = 3 each group). (A) The RNA-seq results among the groups in Airn. (B) qRT-PCR results among the groups in Airn. ^#^*P* < 0.05 *vs* the sham group. *P < 0.05 *vs* the TAC group.

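Airn, an imprinted lncRNA transcribed across the start of the Igf2r gene, stood at 5.46 ± 0.12 FPKM in sham, 2.02 ± 0.65 in TAC and 5.37 ± 0.22 in TAC+PUE hearts (SD, n = 3 mice each). It fell by 1.12 on the log2 scale in TAC against sham (standard error 0.15, adjusted p = 1.92e-04 from limma) and was higher by 1.09 in TAC+PUE than in TAC (standard error 0.17, adjusted p = 0.0033 from limma). The TAC hearts read 1.55, 1.75 and 2.77 FPKM, below all 6 others. Against sham, a comparison added after seeing the data, TAC+PUE hearts had a log2 fold change of -0.02 (standard error 0.14, adjusted p = 0.94 from limma). Igf2r, the receptor that binds and clears insulin-like growth factor 2, stood at 37.4 ± 1.79, 28.1 ± 2.88 and 34.8 ± 1.26 FPKM (SD, n = 3 each). Igf2r fell by 0.40 in TAC (standard error 0.12, adjusted p = 0.014 from limma), and its difference between TAC+PUE and TAC was 0.30 (standard error 0.15, adjusted p = 0.12 from limma). That difference passed in the joint fit of 9 libraries (0.30). The Igf2r call was lost without sham replicate 1 (-0.42) or 2 (-0.36), and with the rRNA-like transcripts removed its log2 fold changes were 0.09 and -0.01, the latter being -0.04 after median-ratio scaling. Airn kept its direction under the alternatives tried. Its rise with puerarin did not pass in the unlogged linear model (1.07), which called 0 lncRNA genes and 0 mRNAs in that comparison. Neither change passed with log2 Gm26917 as a covariate (-0.78 and 0.91), a fit chosen after seeing the data that called 0 of either kind. These 2 settings therefore do not single out Airn. These are values of the whole Airn gene, and the single transcript Airn-206 is not analysed here.

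**Figure D3:**
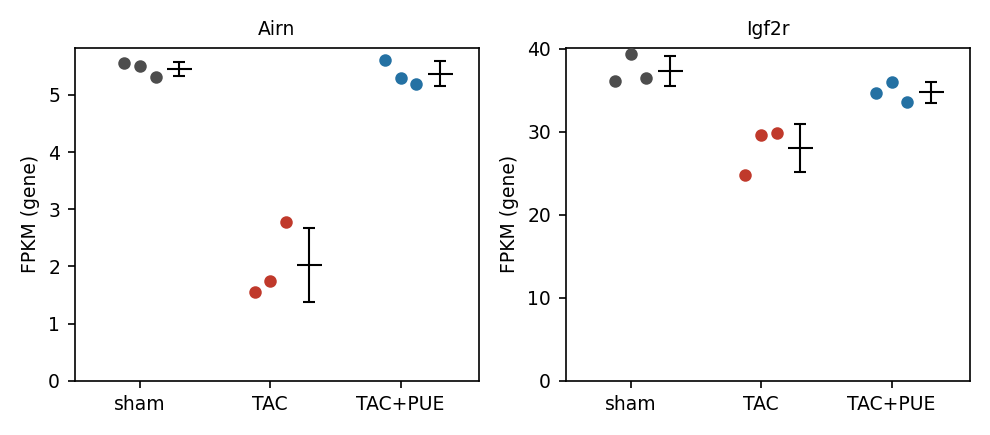
FPKM of the Airn and Igf2r genes in each library of the sham, TAC and TAC+PUE groups. Points are mice, bars are the mean and SD of 3, and the Airn points of TAC lie at 1.55 to 2.77 FPKM.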

### lncRNA-mRNA network analysis

To investigate the underlying regulating mechanisms of Airn in cardiac hypertrophy and the therapeutic target of puerarin, we analyzed the co-expression of Airn and protein-coding genes by WGCNA. 

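For co-expression, Airn and the protein-coding genes were read in all 9 libraries, 3 each of sham, TAC and TAC+PUE, from the 12082 mRNAs in both gene tables. Of these, 11261 reached 1 FPKM in at least 3 libraries. Pearson's r of each mRNA with Airn was taken on FPKM without a log, and an mRNA counted as co-expressed beyond 0.95 in either direction, the limit the paper gives. Airn parts the TAC hearts from the other 6, so an mRNA that differs between the groups can pass the limit whether or not it follows Airn within a group. For this reason no single r is printed, and only the number and names past the limit are given. The number was compared with 100 draws in which the libraries of Airn were permuted, with Spearman's rho, with log2 values, and with r taken on what remains after each group's mean is subtracted. The study used the WGCNA package, version 1.69, whose network was not rebuilt here, and the function terms of DAVID were not used here. Gene lists set before the data were examined were compared with the 150 mRNAs of highest absolute r instead.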

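Zfp664, a zinc finger protein gene, Elac1, which codes for an endonuclease of tRNA, and Tmx4, which codes for a thioredoxin-like protein of the endoplasmic reticulum, were highest with Airn on the positive side. Mia3, needed for the export of collagen from the endoplasmic reticulum, Erbb4, a receptor of neuregulin on cardiomyocytes, and Rapgef5, an exchange factor of Rap, were also past 0.95. Spata5l1, Cadm4 and Epn3 led the negative side, and all 9 genes were chosen after their values were seen. In all, 898 of the mRNAs tested were past 0.95 with Airn, 858 positive and 40 negative. Permuting the libraries gave a median of 0 and at most 239, and 0 of the 100 draws reached 898. With each group's mean subtracted 47 mRNAs were past the limit, and 8 of them were also among the 898. Spearman's rho gave 270, removing the rRNA-like transcripts 170, and median-ratio scaling 1142, of which 347 were positive and 795 negative. Without TAC replicate 1 the number was 503, and without TAC+PUE replicate 2 it was 1896.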

Pearson’s correlation coefficients of co-expression levels suggested that there was an interactive relationship between Airn and 2,387 mRNAs (*r* > 0.95 or *r* < −0.95). Those co-expressed genes including some important coding genes (Srf, Akt, Igf2, *etc*.) which have been reported to be involved in the pathogenesis of cardiac hypertrophy. 

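Srf, the transcription factor of sarcomere and immediate early genes, stood at 20.2 ± 1.45 FPKM in sham, 36.9 ± 1.93 in TAC and 27.4 ± 4.58 in TAC+PUE hearts (SD, n = 3 mice each). It rose by 0.84 on the log2 scale in TAC (standard error 0.11, adjusted p = 1.84e-04 from limma), and its log2 fold change in TAC+PUE against TAC was -0.42 (standard error 0.16, adjusted p = 0.055 from limma). The latter passed after median-ratio scaling (-0.77), with the rRNA-like transcripts removed (-0.75), with the mitochondrially encoded mRNAs removed as well (-0.49), without TAC+PUE replicate 2 (-0.55), and with eBayes without trend and in the joint fit of 9 libraries (-0.42 each). Akt1, a kinase of insulin and growth factor signalling, stood at 39.4 ± 4.44, 78.9 ± 2.85 and 51.4 ± 9.34 FPKM (SD, n = 3 each). Akt1 rose by 0.99 in TAC (standard error 0.12, adjusted p = 1.18e-04 from limma) and fell by 0.62 in TAC+PUE against TAC (standard error 0.16, adjusted p = 0.014 from limma), a call lost without TAC+PUE replicate 1 (-0.57) or 3 (-0.54) and in the unlogged linear model (-0.61), which called 0 mRNAs in that comparison. Igf2, a fetal growth factor, stood at 2.69 ± 1.20, 10.5 ± 3.21 and 9.36 ± 4.10 FPKM (SD, n = 3 each). It rose by 1.65 in TAC (standard error 0.26, adjusted p = 3.62e-04 from limma), with a difference of -0.19 in TAC+PUE against TAC (standard error 0.29, adjusted p = 0.63 from limma) that turned to 0.12 without TAC+PUE replicate 1. Srf, Akt1, Akt2 and Igf2 were not past 0.95 with Airn. After median-ratio scaling, and without TAC+PUE replicate 2, Srf and Akt1 were past it. The paper states that such co-expressed genes have been reported in the development of cardiac hypertrophy.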

We used Airn and the top 150 mRNAs co-expression with Airn to construct a lncRNA-mRNA visualization network using Cytoscape (Fig. 5).

**Figure 5:**
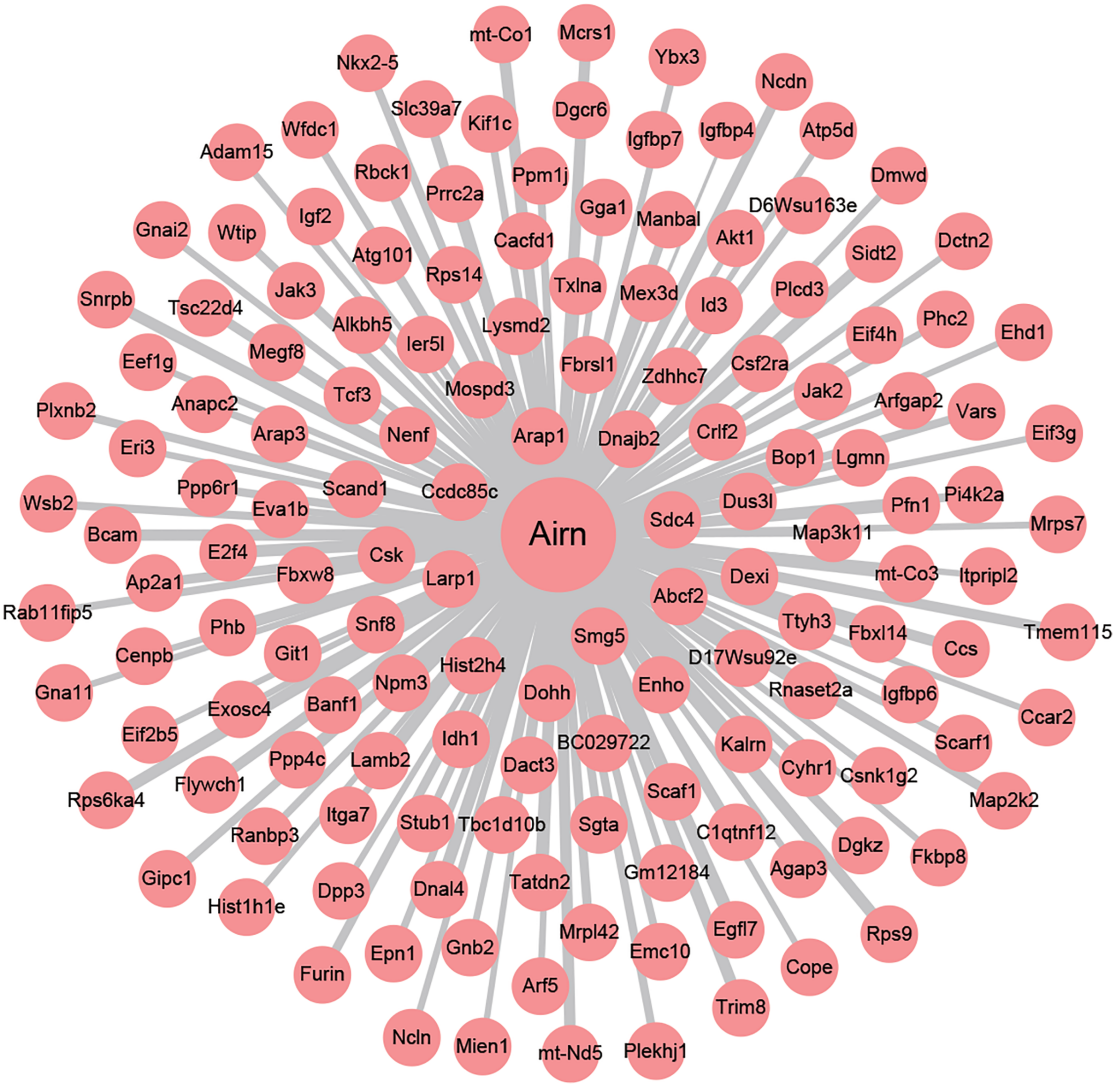
The co-expression network profiles of Airn and mRNAs. Line thickness represents the strength of the association between Airn and mRANs.

Next, we carried out a functional enrichment analysis of the top 150 target genes using over-representation analysis. GO analysis found that these target mRNAs were enriched in some important biological processes and molecular function such as translational initiation, cell proliferation, insulin-like growth factor binding and poly(A) RNA binding (Figs. 6A–6C). 

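Eif3e, Eif3j1, Eif4a2 and Eif2s3x, which code for factors that bring the ribosome to the start codon, fell in TAC against sham by 1.67, 1.48, 1.29 and 1.26 on the log2 scale (standard error 0.20, 0.13, 0.18 and 0.17; adjusted p = 1.07e-04, 3.15e-05, 1.83e-04 and 1.88e-04 from limma). In TAC+PUE against TAC they rose by 1.58, 1.07, 1.13 and 1.09 (adjusted p = 0.0033, 0.0033, 0.0037 and 0.0039 from limma), calls that the unlogged linear model ended, as it called 0 mRNAs there. Of 38 genes of translation initiation, 7 rose, 20 fell and 11 did not pass in TAC against sham, with the same counts when adjusted over the list alone (median -0.34, adjusted p = 0.25 from limma's camera). In TAC+PUE against TAC 16 rose and 22 did not pass (17 higher and 1 lower when adjusted over the list alone; median 0.38, adjusted p = 0.26 from limma's camera). With the rRNA-like transcripts removed the median for TAC against sham turned to 0.16, and Gm42418, one of those transcripts, itself had log2 fold changes of 2.25 and -1.47 (adjusted p = 2.62e-04 and 0.0036 from limma), the latter call lost in the unlogged linear model (-1.42). Among 5 genes of cell proliferation tested in TAC against sham, 2 rose and 2 fell (median -0.07, turning to 0.01 after median-ratio scaling and 0.44 with the rRNA-like transcripts removed; adjusted p = 0.77 from limma's camera). Of 7 tested in TAC+PUE against TAC, 3 rose (5 when adjusted over the list alone; median 0.54, adjusted p = 0.54 from limma's camera). The 150 mRNAs of highest absolute r with Airn, 144 positive and 6 negative, held 0 of the 38 genes of translation initiation, 0 of 7 of proliferation and 0 of 22 of the insulin-like growth factor axis. Past 0.95 were 5 of the 38 and 2 of the 22. Fisher's exact test, one list at a time over 21 lists, gave an adjusted p of 1 for each. With 150 of 11261 mRNAs chosen, lists of this size would mostly hold 0 members by chance. The test had little power and does not speak against enrichment.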

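Osmr, the receptor subunit of oncostatin M, a cytokine of cardiac remodelling, fell in TAC against sham by 1.12 on the log2 scale (standard error 0.14, adjusted p = 1.05e-04 from limma) and rose in TAC+PUE against TAC by 1.05 (standard error 0.16, adjusted p = 0.0033 from limma). Jak2, a kinase of cytokine receptors, had log2 fold changes of -0.89 and 0.78 (adjusted p = 3.42e-04 and 0.0054 from limma). Crlf2, a receptor subunit of thymic stromal lymphopoietin, rose by 1.79 and then fell by 0.87, and Csf2ra, a receptor subunit of the growth factor GM-CSF, rose by 1.37 and then fell by 0.69 (adjusted p = 4.79e-05, 0.010, 5.85e-05 and 0.0080 from limma). Socs1, an inhibitor of Jak kinases, rose by 1.75 in TAC (adjusted p = 7.68e-05 from limma). Its value in TAC+PUE against TAC was -0.53 (adjusted p = 0.062 from limma), which passed without TAC replicate 2 (-0.69), after median-ratio scaling (-0.79), with the rRNA-like transcripts removed (-0.94), with the mitochondrially encoded mRNAs removed as well (-0.70) and in the joint fit of 9 libraries (-0.53). The unlogged linear model ended the calls of these genes in TAC+PUE against TAC, where it called 0 mRNAs. Of 23 genes of Jak-STAT signalling, 9 rose, 5 fell and 9 did not pass in TAC (10 higher and 5 lower when adjusted over the list alone; median 0.14, adjusted p = 0.089 from limma's camera, and 0.018 with the replicate block, at a median of 0.14). In TAC+PUE against TAC 6 rose, 3 fell and 14 did not pass, with the same counts when adjusted over the list alone (median 0.14, turning to -0.20 after median-ratio scaling and -0.17 with the rRNA-like transcripts removed; adjusted p = 0.22 from limma's camera). Hba-a1, an alpha globin of red blood cells, rose by 2.55 in TAC (adjusted p = 1.59e-05 from limma). Osmr was the 1 gene of this list among the 150 mRNAs of highest absolute r with Airn (Fisher's exact test, p = 0.27, adjusted p = 1 over 21 lists), and 2 of the 23 were past 0.95.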

KEGG analyses suggested that those Airn-interacted mRNAs were enriched in endocytosis, signaling pathways regulating pluripotency of stem cells and Jak-STAT pathway (*P* < 0.05) (Fig. 6D).

**Figure 6:**
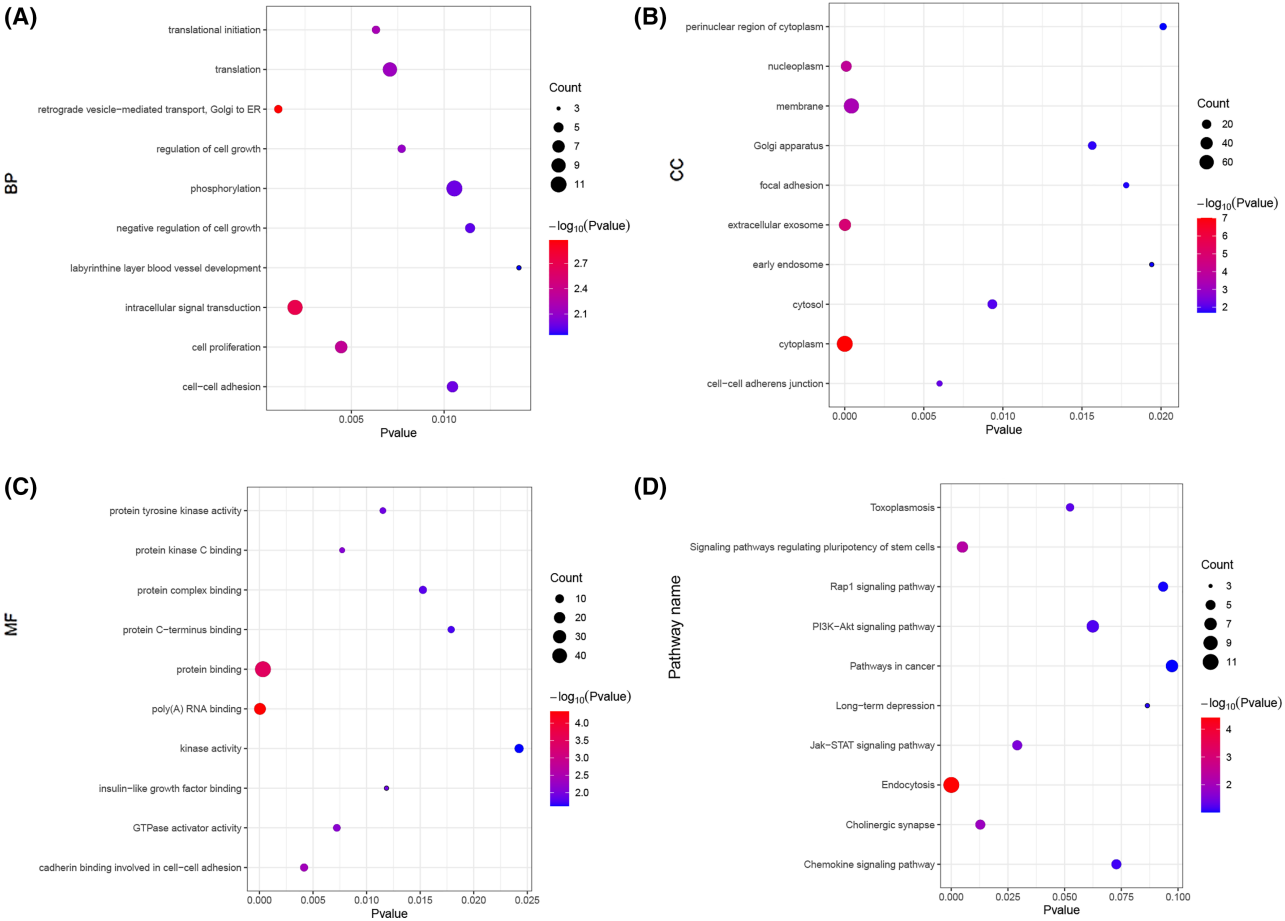
The GO and KEGG analyses of target mRNAs. (A) The top 10 significant biological process (BP) of GO analyses. (B) The top 10 significant cellular component (CC) of GO analyses. (C) The top 10 significant molecular function (MF) of GO analyses. (D) The top 10 significant enriched pathways by KEGG pathway analyses. The node size shows the number of genes, and the color scale represents the –log10(*P* value).

## Discussion

In the present study, we comprehensively investigated the role of lncRNAs in the cardioprotection of puerarin through RNA-seq. RNA-seq revealed that TAC downregulated four lncRNAs, which were reversed by puerarin treatment. Among them, Airn were verified by qRT-PCR. This data suggests that lncRNAs might be involved in the cardioprotection of puerarin.

It was found that lncRNAs were significantly altered in the mouse model of cardiac hypertrophy, suggesting that lncRNAs might play an important role in the pathogenesis of cardiac hypertrophy (Wang et al., 2020). Previous studies demonstrated critical roles of particular lncRNAs such as Mhrt, Chaer and MEG3 in TAC mice. Those lncRNAs are proved to be candidates in the pathologic progression of hypertrophy cardiomyopathy (Liu, Zhang & Li, 2020; Xu et al., 2020). 

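Mhrt, a lncRNA transcribed antisense to Myh7, stood at 47.8 ± 1.16 FPKM in sham and 56.1 ± 11.8 in TAC hearts (SD, n = 3 mice each). Its log2 fold change was 0.21 (standard error 0.15, adjusted p = 0.26 from limma), with the TAC hearts at 67.5, 44.0 and 56.8 FPKM. It passed the test without TAC replicate 2 (0.37) and with the rRNA-like transcripts removed (0.71). Meg3, an imprinted lncRNA, stood at 0.56 ± 0.14 FPKM in sham and 0.76 ± 0.31 in TAC (SD, n = 3 each), below the level at which genes were tested. Its transcript Meg3-204, on the authors' deposited list of those higher in TAC, stood at 0.83 ± 0.20 and 2.27 ± 0.92 FPKM (SD, n = 3 each), higher by 0.80 on the log2 scale (standard error 0.22, adjusted p = 0.0029 from limma over the transcripts that the authors had selected). Chaer is not analysed here.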

Our RNA-sequence results also found those dysregulated lncRNAs in cardiac tissue, and the change trend of those lncRNAs between the Sham and TAC groups was consistent with previous reports (Han et al., 2014; He et al., 2021; Liu, Zhang & Li, 2020; Piccoli et al., 2017). However, those three dysregulated lncRNAs could not be reversed by puerarin according to our sequencing results.

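In TAC+PUE hearts Mhrt stood at 47.6 ± 4.13 FPKM (SD, n = 3), a log2 fold change of -0.22 against TAC (standard error 0.18, adjusted p = 0.36 from limma). Meg3 stood at 1.17 ± 0.13 FPKM (SD, n = 3), a log2 fold change of 0.31 against TAC (standard error 0.15, adjusted p = 0.12 from limma), which passed without TAC replicate 3 (0.45). Mhrt lies antisense to Myh7, and its values are uncertain where reads of both strands overlap.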

We found that lncRNA Airn, lncRNA Ttc4, lncRNA Ablim1 and lncRNA Nav3 were novel lncRNAs associated with cardiac hypertrophy. Moreover, we found that those dysregulated lncRNAs could be reversed by puerarin. Thus, those dysregulated lncRNAs might be promising therapeutic targets to suppress cardiac hypertrophy (Wang et al., 2020). Importantly, those four lncRNAs might be involved in puerarin-mediated inhibition of cardiac hypertrophy in mice.

Airn is a paternally expressed imprinted gene (Santoro et al., 2013). It located in antisense orientation to the maternally expressed Igf2r (insulin-like growth factor 2 receptor) gene (Latos et al., 2012). 

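Airn spans 118574 bp on chromosome 17 from 12741311 to 12859884, and Igf2r spans 87301 bp from 12682406 to 12769706, in the gene table of GRCm38.p6 used here. They share the 28396 bp from 12741311 to 12769706. The supplement gives Airn-206, on the plus strand, the interval from 12741330 to 12830250, and names no build. Mas1, the gene of the receptor of angiotensin 1-7, lies from 12838841 to 12868150 and overlaps the end of Airn. Since the strand used in counting is not known, reads of the shared interval cannot be assigned to Airn or Igf2r from these values.

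**Figure D4:**
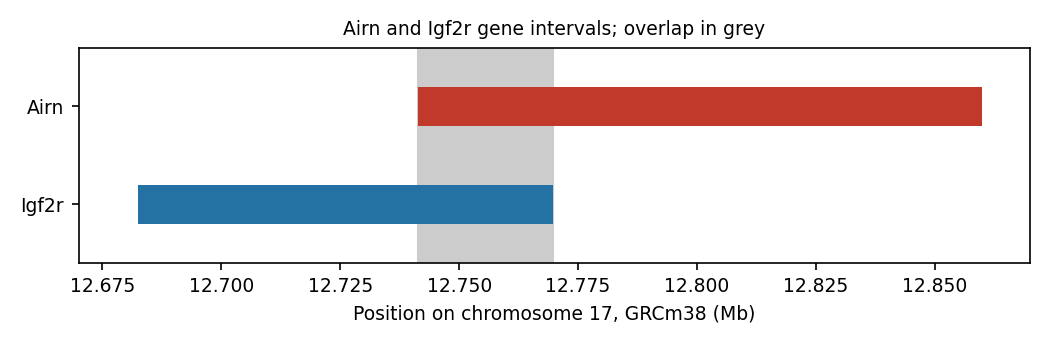
Positions of Airn and Igf2r on chromosome 17 of GRCm38.p6, in Mb, with each bar a gene. The grey band marks the 28396 bp that Airn and Igf2r share.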

Although it is known that Airn and Igf2r are mutually imprinted, up until now, the functions of Airn still need to be explored, especially in the cardiovascular system. A recent study reported that knockdown of Airn leaded to cardiomyocytes injury by reduced translation of Igf2bp2 (insulin-like growth factor 2 mRNA-binding protein 2) protein (Hosen et al., 2018). In this study, we found that the decreased expression of Airn is associated with cardiac hypertrophy in mice. In addition, we used the co-expression of Airn and protein-coding genes from the RNA-seq to investigate the underlying regulating mechanisms of Airn in cardiac hypertrophy and the therapeutic target of puerarin. 

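Igfbp4, a binding protein of the insulin-like growth factors, stood at 16.8 ± 1.54 FPKM in sham, 59.0 ± 6.67 in TAC and 39.8 ± 20.2 in TAC+PUE hearts (SD, n = 3 mice each). It rose by 1.75 on the log2 scale in TAC (standard error 0.13, adjusted p = 2.12e-05 from limma), and Igfbp6, which prefers Igf2, rose by 1.61 (standard error 0.13, adjusted p = 2.56e-05 from limma), from 11.3 ± 1.34 to 36.5 ± 3.32 FPKM (SD, n = 3 each). In TAC+PUE against TAC their log2 fold changes were -0.68 and -0.39 (standard error 0.31 each, adjusted p = 0.10 and 0.34 from limma), and both passed without TAC+PUE replicate 2 (-1.04 and -0.80), and that of Igfbp4 after median-ratio scaling (-1.03). Igf1, the circulating and tissue growth factor, fell in TAC by 0.69 and rose in TAC+PUE by 1.25 (adjusted p = 0.0016 and 0.0033 from limma), the rise being lost in the unlogged linear model (1.25), which called 0 mRNAs in TAC+PUE against TAC. Igf1r, its receptor, had log2 fold changes of -0.38 and 0.43 (adjusted p = 0.025 and 0.041 from limma). The fall of Igf1r was lost without sham replicate 1 (-0.37), 2 (-0.36) or 3 (-0.42) or TAC replicate 2 (-0.39), and turned to 0.04 with the rRNA-like transcripts removed. Its rise was lost without TAC replicate 1 (0.34) or 2 (0.43) or TAC+PUE replicate 1 (0.41), 2 (0.45) or 3 (0.41), after median-ratio scaling (0.13), with the rRNA-like transcripts removed (0.19), with the replicate block (0.43) and in the unlogged linear model (0.42). Igf2bp2, which codes for an mRNA-binding protein, stood at 0.67 ± 0.11, 0.78 ± 0.16 and 0.91 ± 0.24 FPKM in sham, TAC and TAC+PUE (SD, n = 3 each) and was not tested. Of 22 genes of the insulin-like growth factor axis, 6 rose, 12 fell and 4 did not pass in TAC, with the same counts when adjusted over the list alone. The median of this list was -0.39 and its mean 0.01 (adjusted p = 0.94 from limma's camera, which pointed up), and the median turned to 0.09 with the rRNA-like transcripts removed. In TAC+PUE against TAC 10 rose, 2 fell and 10 did not pass (11 higher and 2 lower when adjusted over the list alone; median 0.37, adjusted p = 0.92 from limma's camera). The atrial gene Myl7 rose by 4.12 in TAC (standard error 1.19, adjusted p = 0.012 from limma), a call lost without TAC replicate 1 (3.51) or 3 (2.86) and in the unlogged linear model (5.56). Igf1r was past 0.95 with Airn, and Igfbp4, Igfbp6, Igf2bp2 and Igf2r were not.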

Through WGCNA and Gene Ontology analysis, it was found that Airn was co-expressed with the insulin-like growth factor signalling pathway-related genes (Igf2, Igfbp4, Igfbp6, *etc*.). The result demonstrated that Airn might affect insulin-like growth factor signalling pathway-related genes and contribute to the cardiac hypertrophy in mice, which is consist with previous study (Diaz Del Moral et al., 2021; Hosen et al., 2018). The insulin-like growth factor pathway-related genes have been reported to play an important role in the occurrence and development of myocardial hypertrophy (Lu et al., 2021; Nomura et al., 2018; Zhang et al., 2021). The role of the Airn/insulin-like growth factor signalling pathway in cardiac hypertrophy, and whether this pathway is a drug target for puerarin in the treatment of cardiac hypertrophy needs to be further studied.

The limitation of this study is the lack of functional assessment of the identified lncRNA and mRNAs. Further mechanisms study will provide us a comprehensive understanding of puerarin pharmacological activities, which will be helpful for the development of clinical patient treatment and clinical practice guidelines.

In conclusion, our study used deep RNA-seq analysis to reveal that lncRNAs might be involved in the cardioprotection of puerarin. This study provides novel insights into our understanding of the pathogenesis of cardiac hypertrophy and proves the therapeutic role of puerarin in preventing or reversing cardiac hypertrophy.

## Supplemental Information

10.7717/peerj.13144/supp-1 Supplemental Information 1 Raw Western Blot images: GADPH.

10.7717/peerj.13144/supp-2 Supplemental Information 2 Raw Western Blot images: β-MHC.

10.7717/peerj.13144/supp-3 Supplemental Information 3 All Differentially Expressed LncRNA.

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: The data is available at the NCBI Gene Expression Omnibus: GSE176244.

How the deposited data were processed for this re-analysis (not part of the article)

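RNA was measured in hearts of C57BL/6 mice, 3 each of the sham, TAC and TAC+PUE groups, taken 21 days after surgery. The sample labels give an age of 10 weeks, and puerarin at 100 mg/kg per day from 3 days before surgery. Each library is a separate mouse and counts as 1 replicate, and the grouping comes from the labels and the methods of the paper.

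The authors aligned the reads with Hisat2, assembled and quantified transcripts with StringTie, took expression values with Ballgown and called lncRNAs with the help of CPAT. The submitters' processing notes name the genome build mm9. The authors deposited gene tables in FPKM, 1 for TAC and sham and 1 for TAC+PUE and TAC, and 4 lists of lncRNA transcripts, higher and lower in each comparison, also in FPKM. The 13646 genes in both gene tables have the same TAC values in both, 12082 of them are mRNAs, and 12588 matched the gene table of GRCm38.p6 used here for names and types. The larger of the group means of a gene is nowhere below 0.500 FPKM in its table, so genes below that in both groups are left out of it. The lncRNA lists hold 1113, 2760, 1927 and 433 lines, of which 705, 1824, 1283 and 271 repeat another line exactly, and each transcript was used once. Of the columns of per-sample values in these tables, all were used. The supplement of the paper gives TPM + 1, and the copy used here holds the first 1999 of its 5038 lines for TAC against sham and the first 177 of 5223 for TAC+PUE against TAC, so no overlap or enrichment was tested on it. It was used for transcript names, for coordinates, and to find the scale of the study. Of 1980 of its loci with a gene of the same name in the GRCm38.p6 table, 1970 overlap that gene.

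The tests had been set for TPM, the unit of the methods, and were run on FPKM, the unit of the tables, with the same pseudocount and filter. Depth is unknown: among 434 low genes the ratio between libraries took no common value, at most 8 of them sharing 1 ratio, so whole reads were not recovered and no count test was run. Exact zeros number 370 in the gene tables and are given as listed at 0. FPKM of a gene that overlaps another, has a close paralog or an antisense partner are uncertain, as counting by strand is not stated in the paper's text.

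The main test was limma (version 3.58.1, R 4.3.3) with eBayes and its trend option on log2(FPKM + 1), 3 libraries against 3, over features of at least 1 FPKM in at least 3 of the 6 libraries, two-sided, with Benjamini-Hochberg adjustment at 0.05. For lncRNA transcripts a log2 fold change beyond 2 was also asked for, the paper's number, though on FPKM + 1 where the paper's values are TPM + 1. The adjustment runs over transcripts that the authors had selected. Gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. Co-expression with Airn used the Airn gene in place of the transcript Airn-206, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. On simulated data with 200 genes changed, the test called 16.4, 83.6 and 95.5% of those changed by 0.5, 1 and 2 on the log2 scale among 11687 genes for TAC against sham, and 8.96, 59.7 and 93.9% among 11788 genes for TAC+PUE against TAC.

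Fixed in advance were the main test, the alternatives to it, the rule for naming genes and 26 gene lists, though the list of small structural and rRNA-like transcripts was written after 2 of its members had been seen in the supplement. The lists are the hypertrophy programme, adult contractile and calcium handling genes, extracellular matrix, fatty acid oxidation, glycolysis, nuclear-encoded oxidative phosphorylation, mitochondrially encoded mRNAs, cytosolic ribosomal proteins, translation initiation, the insulin-like growth factor axis, Jak-STAT signalling, AMPK with mTOR and Nrf2, immediate early genes, proliferation, replication-dependent histones, small structural and rRNA-like transcripts, cardiac lncRNAs, and markers of endothelium, macrophages, fibroblasts, smooth muscle, red blood cells, atrium, fat, skeletal muscle and lung. The genes named are those the paper names, Gm26917 and Gm42418, whose values in the supplement had been seen, up to 4 members of a list, by size of change where any is called and else by mean, and in each comparison and direction the 10 largest changes past the test whose groups do not overlap and whose mean is at least 5 FPKM, leaving out predicted and clone names. Genes named outside this rule are said to be so.

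The alternatives were a pseudocount of 0.1 or 5, no filter, a filter at 10 FPKM, an unlogged linear model, eBayes without trend, median-ratio scaling, removal of the rRNA-like transcripts Gm26917 and Gm42418 with rescaling, a joint fit of 9 libraries, the replicate number as a block, and leaving out each library. The unlogged linear model took an ordinary t-test without eBayes, so a gene's call lost there may come from the scale or from the lack of eBayes. Added after seeing the data were the removal of mitochondrially encoded mRNAs as well, log2 Gm26917 as a covariate, the TPM + 1 scale of the study, the libraries with high Myl7 left out, the comparison of TAC+PUE with sham, and the counts of lncRNA genes. The TPM scale of the study was recovered as 1 constant per library between FPKM and TPM: the constant of sham was 1.85 times that of TAC, and that of TAC+PUE 1.48 times. On it, log2 fold changes of 487 of 488 transcripts in both sources lay within 0.01 of the supplement's. The study's own rule takes an unadjusted p on the unlogged values, from a linear model of the groups, below the largest that its sheet adjusts to under 0.05, which is 0.0127 for TAC against sham and 9.58e-05 for TAC+PUE against TAC.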

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

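The tests of an explanation in this part were chosen only after the result was seen. They are the correlation within groups and its slope, median-ratio scaling as a test, the rRNA-like share, and the atrial levels per library. The gene lists and the scaling itself were set in advance.

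Gm26917, a transcript with ribosomal RNA sequence that the paper does not discuss, averaged 1154 ± 299 FPKM in sham, 8182 ± 1621 in TAC and 2936 ± 1209 in TAC+PUE hearts (SD, n = 3 mice each), above sham in TAC, while the median log2 level of the mitochondrially encoded mRNAs lay at -4.25 in TAC relative to sham. After median-ratio scaling the median log2 fold change of these mRNAs was still -3.84, which argues against the authors' scaling of libraries as the whole cause. With each group's mean subtracted, libraries with more Gm26917 had less mitochondrially encoded mRNA on values relative to the same total (Pearson's r = -0.82, p = 0.014, and Spearman's rho = -0.70, p = 0.037, two-sided over 216 permutations within groups; r = -0.78 without the 2 libraries farthest from the median; the 1 relation of this kind computed). A difference between libraries that goes with rRNA-like content, apart from the groups, is therefore a candidate explanation for part of the pattern. The relation gives no direction, as both values are relative to the same total. Gm26917 and Gm42418 took 0.520 to 1.11% of the summed FPKM in sham and 4.81 to 7.50% in TAC. So small a share argues against dilution by these 2 transcripts alone. The slope within groups would give -3.34 (standard error 1.04) between TAC and sham, within 2 standard errors of the -4.25 seen, and since Gm26917 also parts the groups, a further part from pressure overload and puerarin cannot be told apart from it.

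Myl7 and Myl4, myosin light chains of the atrium that the paper does not discuss, averaged 327 ± 348 and 77.4 ± 91.7 FPKM in TAC+PUE hearts, above 0.995 ± 0.119 and 0.354 ± 0.0855 in sham (SD, n = 3 each). The mean log2 level of Myl7, Sln, Myl4, Dkk3 and Bmp10, less that of sham, was 3.34, 0.22 and 4.64 in TAC replicates 1, 2 and 3 and 2.52, 5.29 and 4.63 in TAC+PUE replicates 1, 2 and 3, while that of 5 fat cell markers was 1.19, -0.05 and 1.86, and 0.44, 0.33 and 0.67. Over these 6 libraries, taken without regard to group, Myl7 moved with the mean of the 4 other atrial markers (Pearson's r = 0.989, exact p = 0.0028, and Spearman's rho = 0.943, exact p = 0.017, two-sided). Without the 2 libraries farthest from the median r was 0.979, and r within groups was not computed. Atrial tissue in some of the samples could give this. The other two listed markers, Nppa and Clu, stood at 72.2 and 70.2 FPKM in sham hearts already, and the paper says only that hearts were harvested. Atrial genes raised in the myocardium by pressure overload stay open, as the TAC library at 0.22 is 1 mouse and cannot exclude them in the others.

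Hba-a1, an alpha globin of red blood cells outside the genes the paper discusses, averaged 281 ± 39.6 FPKM in sham and 1653 ± 242 in TAC (SD, n = 3 each), and read 404, 934 and 1353 in TAC+PUE replicates 1, 2 and 3.

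Replication-dependent histone genes, whose mRNAs carry no poly(A) tail and which the paper does not discuss, were higher in TAC than in sham for 52 and lower for 2 of 61 tested at an adjusted p under 0.05 from limma, and for 54 and 2 when adjusted over the list alone (median log2 fold change 0.99, adjusted p = 1.18e-16 from limma's camera; adjusted p = 0.61 with an estimated correlation).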

How the results depend on the processing

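Chosen only after the result was seen were the TPM scale of the study, the removal of mitochondrially encoded mRNAs, Gm26917 as a covariate, the libraries left out for high Myl7 and every count of lncRNA genes. Of the fold changes of the 149 named genes and comparisons, the alternatives set in advance left 2170 values in their direction and on their side of the threshold, 113 lost the call, 34 gained it and 24 turned sign, and those added gave 328, 8, 11 and 4 apart from the fit with Gm26917 as a covariate. In that fit none of 147 passed, where 119 had: 88 lost the call in the same direction and 42 turned sign, 31 of which had passed. The counts named below moved by more than 1.5 times, and except where the construction is given the cause was not tested. Counts of lncRNA transcripts are given in the order higher and lower in TAC, higher and lower in TAC+PUE, and lower in TAC then higher in TAC+PUE, where they stood at 31, 28, 12, 11 and 11. A pseudocount of 0.1 gave 108, 241, 90, 34 and 63, and a pseudocount of 5 gave 7, 2, 0, 2 and 0, though 920 and 500 transcripts had an unadjusted p under 0.05 from limma, since a larger pseudocount brings a fold change below the limit of 2. A minimum of 10 FPKM, which tests fewer features, gave 13, 10, 3, 5 and 3. It also gave 1078 mRNAs higher and 1131 lower in TAC, 782 higher and 291 lower in TAC+PUE, and 3 lncRNA genes higher and 10 lower in TAC and 6 higher and 1 lower in TAC+PUE. With no filter, which tests more, 169 lncRNA genes were lower in TAC and 117 higher in TAC+PUE. The unlogged linear model gave 7 lncRNA transcripts lower in TAC+PUE and 3 gene lists for TAC+PUE against TAC. It called 0 mRNAs and 0 lncRNA genes in either direction in that comparison, where 4770 and 88 had an unadjusted p under 0.05 from its ordinary t-test. Median-ratio scaling gave 18 lncRNA transcripts lower in TAC+PUE, 1953 mRNAs higher and 2518 lower, and 35 lncRNA genes higher and 52 lower. Removal of the rRNA-like transcripts with rescaling gave 163, 634, 324, 61 and 220 lncRNA transcripts. The rescaling that goes with it raises the values against the pseudocount, so that 12121 in place of 10876 mRNAs were tested in TAC against sham. It sets lncRNA transcripts to what is apparently the lncRNA total of a library. With it 5879 mRNAs were higher and 2243 lower in TAC, 2276 were higher and 2059 lower in TAC+PUE, 160 lncRNA genes were higher in TAC and 48 lower in TAC+PUE, and 170 mRNAs were past 0.95 with Airn. Removal of the mitochondrially encoded mRNAs as well gave 981 mRNAs and 28 lncRNA genes lower in TAC+PUE and 192 lncRNA genes lower in TAC. The joint fit of 9 libraries gave 27 lncRNA genes lower in TAC+PUE. With log2 Gm26917 as a covariate in that fit limma called 0 mRNAs and 0 lncRNA genes in either direction, where 338 and 17 had an unadjusted p under 0.05 for TAC against sham and 1025 and 31 for TAC+PUE against TAC, and 11 gene lists passed in the latter. Gm26917 itself parts the 3 groups with no overlap, so the fit has little left to tell a group from the covariate.

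On the TPM scale of the study the counts of lncRNA transcripts were 70, 883, 494, 41 and 358 in the same order. Its unlogged linear model gave 848 lower in TAC, 327 higher and 23 lower in TAC+PUE and 224 in both. The study's own rule gave 19 higher and 748 lower in TAC, 2 lower in TAC+PUE and 5 in both, and with 1 constant for all libraries 94, 409, 3 and 4. Without TAC replicates 1 and 3 there were 20 lncRNA transcripts and 38 lncRNA genes higher in TAC, and without TAC replicate 3 alone 41 such genes. The former fit holds 1 TAC mouse, which is assumed to vary like the sham mice. Without TAC replicate 3 and TAC+PUE replicates 2 and 3 there were 2241 mRNAs higher and 347 lower in TAC+PUE, 34 lncRNA genes higher and 5 lower, and 4 transcripts lower in TAC then higher in TAC+PUE. That fit holds 1 TAC+PUE mouse, which is assumed to vary like the TAC mice. With an estimated correlation limma's camera passed 0 gene lists in either comparison, where the lowest adjusted p were 0.61 and 0.30 in place of 11 and 6 lists past 0.05. Spearman's rho gave 270 mRNAs past 0.95 with Airn and residuals from the group means 47. A pseudocount of 0.1 moved the covariance of the fold changes under TAC and under puerarin to -0.406.

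Leaving out each library in turn gave 22 to 31 lncRNA transcripts higher and 12 to 37 lower in TAC, 7 to 15 higher and 5 to 17 lower in TAC+PUE, and 6 to 13 in both. For mRNAs the ranges were 2110 to 3142 higher and 2973 to 4437 lower in TAC, and 2132 to 4018 higher and 206 to 741 lower in TAC+PUE. For lncRNA genes they were 40 to 54 and 52 to 112, and 33 to 84 and 5 to 18. The filter still asked for 3 libraries, so fewer features were tested in these fits. Of 921 transcripts 573 were left without a sham library, and of 502 324 without a TAC+PUE library. Gene lists past the threshold numbered 10 to 12 for TAC against sham and 6 to 7 for TAC+PUE against TAC, and mRNAs past 0.95 with Airn 503 to 1896. The correlation of the fold changes under TAC and under puerarin ran from -0.867 to -0.831 and their covariance from -0.292 to -0.223.

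Signs turned as follows, on the log2 scale. Removal of the rRNA-like transcripts goes with rescaling to a common total, and by the medians of the library totals that rescaling alone moves every gene by 0.44 in TAC against sham and -0.24 in TAC+PUE against TAC, out of 0.50 and -0.29 with the removal, so most of its effect is that of the common total. In TAC against sham, this setting turned Igf1r to 0.035, Igf2r to 0.090, Ttc4 and Postn to 0.25 each and Gapdh to 0.26, and leaving out TAC replicates 1 and 3 turned Postn to 0.34 and Mhrt to -0.12. In TAC+PUE against TAC, H19 turned to -0.016 with a pseudocount of 5, -0.092 in the unlogged linear model, -0.32 after median-ratio scaling, -0.29 without the rRNA-like transcripts, -0.029 without the mitochondrially encoded mRNAs as well, -0.52 without TAC replicate 2 and -0.32 without TAC+PUE replicate 2, with 0.40 without TAC replicate 3 as the highest. Median-ratio scaling turned Igf2r to -0.044, Ttc4 to -0.036, Cd74 to -0.033, Gapdh to -0.070 and Myh7 to -0.27, and removal with rescaling turned Igf2r to -0.0085, Ttc4 to -0.0064, Gapdh to -0.034 and Myh7 to -0.24. Myh7 turned to -0.037 without the 3 libraries of high Myl7, Nppb to 0.41 without TAC replicate 2 and 0.22 without TAC+PUE replicate 3, Igf2 to 0.12 without TAC+PUE replicate 1 and Hist1h3h to 0.13 without TAC+PUE replicate 3. The lowest values on leaving out a library were -0.49 for Nppb (without TAC replicate 3) and -0.48 for Igf2 (without TAC+PUE replicate 3). Of these values, those of Igf1r and Igf2r in TAC against sham had passed the test and the others had not. With log2 Gm26917 as a covariate, the values that turned in TAC against sham were Igfbp4 (-0.82), Igfbp6 (-1.09), Igf1 (0.10), Igf2 (-0.28), Nav3 (0.13), Ttc4 (0.12), Myl7 (-4.62), Nppa (-0.39), Xirp2 (0.75), Postn (1.20), Comp (-0.024), Lum (0.092), Prkaa2 (0.18), Ppargc1a (0.037), Crlf2 (-0.059), Tnni3 (-0.18), Ttn (0.19), Nrtn (-1.08), Romo1 (-0.33), Gcom1 (-0.75), Gapdh (0.19), mt-Atp6 (0.48), Neat1 (0.082), Malat1 (0.040), Mir133a-1hg (0.67), Mhrt (-0.094) and Gm42418 (-1.01). Those for TAC+PUE against TAC were Col1a1 (0.022), Col1a2 (0.28), Col3a1 (0.085), Srf (0.011), Igfbp4 (0.71), Igfbp6 (1.07), Igf2 (0.86), Nppb (0.44), Crlf2 (0.13), Nrtn (0.72), mt-Atp6 (-0.29), Hba-a1 (0.00075), Mir133a-1hg (-0.11), Gm42418 (0.30) and Hist1h3h (0.33).

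With the replicate number as a block the lncRNA transcripts stayed at 31, 28, 12, 11 and 11, and there were 2768 mRNAs higher and 3963 lower in TAC, 3163 higher and 489 lower in TAC+PUE, 59 and 111 lncRNA genes in TAC and 72 and 10 in TAC+PUE, and 13 and 6 gene lists. The block ended the call of Igf1r in TAC+PUE (0.43) and gave one to Nppa in TAC+PUE (1.03) and to Ankrd1 in TAC (0.48). Nothing in the paper or the labels says that a number pairs mice, and 3 of 9 pairs of libraries of the same number had a correlation of their deviations above 0.1 (range -0.26 to 0.30), so the numbers are not taken to pair them. The joint fit was not run for the lncRNA transcripts, which are listed per comparison, nor was the sum of Airn transcripts, in place of which the Airn gene was used. Without read counts the depth of each library, and so the lowest change that depth allows, is unknown.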

Differences from the paper's values

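The settings on the TPM scale of the study, its own rule and the libraries left out for high Myl7 were chosen only after the result was seen, and the other alternatives were set before the data were examined.

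The paper reports 716 lncRNAs lower in TAC than in sham, and 28 were found here, among transcripts that the authors had selected. The limits were the same numbers, a log2 fold change beyond 2 and an adjusted p under 0.05, on different scales. The paper's values are TPM + 1, and TPM was 38.6 to 82.0 times FPKM in these libraries. A pseudocount of 1 on FPKM therefore holds back the fold changes of low transcripts more. Of the alternatives set before the data were examined, removal of the rRNA-like transcripts with rescaling (634) came within 1.5 times of the paper's value. That setting also puts each library on a total inferred from the constant between FPKM and TPM, apparently that of its lncRNAs. The TPM scale of the study does so without any removal. The others did not, at 241 and 2 with a pseudocount of 0.1 and 5, 28 with no filter, with eBayes without trend and with the replicate block, 10 with a minimum of 10 FPKM, 24 in the unlogged linear model, 21 after median-ratio scaling, and 12 to 37 on leaving out a library. The TPM scale of the study gave 883, its unlogged linear model 848 and the study's own rule 748, all chosen after seeing the values. Each of these 3 kept 19 and dropped 4 of the 23 transcripts called in the part of the supplement used here, all of them higher in TAC, and the 4 are not in the lists used here. With 1 constant for all libraries the rule gave 409. The number higher in TAC, 31 here, lies within 1.5 times of the paper's 23, yet 5 of those 23 transcripts are among the 31, and in TAC+PUE against TAC 1 of the paper's 10 is among the calls here.

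The paper reports 1 lncRNA lower in TAC+PUE than in TAC, and 11 were found here. None of the alternatives set before the data were examined came within 1.5 times: they gave 34 and 2 with a pseudocount of 0.1 and 5, 11 with no filter, with eBayes without trend and with the replicate block, 5 with a minimum of 10 FPKM, 7 in the unlogged linear model, 18 after median-ratio scaling, 61 with the rRNA-like transcripts removed and 5 to 17 on leaving out a library. Among those chosen after seeing the values, the study's own rule gave 2 and, with 1 constant, 3. The former kept 9 and dropped 1 of the 10 transcripts called in the part of the supplement used here, and the 1 dropped is not in the lists used here. The TPM scale gave 41, its unlogged linear model 23 and the libraries left out for high Myl7 16, in a fit that holds 1 TAC+PUE mouse, assumed to vary like the TAC mice.

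The paper reports 4 lncRNAs lower in TAC and higher in TAC+PUE, and 11 were found here. Of the alternatives set before the data were examined, a minimum of 10 FPKM (3) and leaving out TAC+PUE replicate 1 or 2 (6 each) came within 1.5 times. None of these 3 settings holds a transcript that the paper names, and in each the filter leaves Ttc4-209 and Nav3-204 untested in TAC+PUE against TAC. The others gave 63 and 0 with a pseudocount of 0.1 and 5, 11 with no filter, with eBayes without trend and with the replicate block, 8 in the unlogged linear model, 8 after median-ratio scaling, 220 with the rRNA-like transcripts removed, and 7 to 13 on leaving out any other library. Chosen after seeing the values, the study's own rule gave 5 and dropped 0 of the 3 named transcripts in the lists used here, with 1 constant it gave 4 and dropped 2 of them, and the libraries left out for high Myl7 gave 4 and dropped all 3, again with 1 TAC+PUE mouse. The TPM scale gave 358 and its unlogged linear model 224.

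The paper reports 2387 mRNAs past 0.95 with Airn by Pearson's correlation, in a network made with WGCNA. Here 898 were past it by Pearson's r with the Airn gene over 9 libraries. Of the alternatives set before the data were examined, leaving out TAC+PUE replicate 2 (1896) came within 1.5 times. The others gave 1211 with log2 values, 270 with Spearman's rho, 47 on residuals from the group means, 917 with no filter, 170 with the rRNA-like transcripts removed, 1142 after median-ratio scaling, and 503 to 1131 on leaving out any other library.

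The paper names Nav3 and Ablim1 among the lncRNAs that fall in TAC and rise with puerarin. Nav3-204 and Ablim1-220 passed the adjusted p in both comparisons here, in the paper's direction, and fell short of its fold change. Ttc4-209 passed both limits. All 3 transcripts are from lists that the authors had selected on these libraries. Their pass and its direction are therefore not independent evidence. At means of 2.02 to 2.34 FPKM in sham and TAC+PUE, a pseudocount of 1 keeps Nav3-204 and Ablim1-220 below a log2 fold change of 2, even at 0 in TAC. Their shortfall is thus fixed by the scale and does not speak against the paper's fold changes. Nav3-204 also passed both with a pseudocount of 0.1 and with the rRNA-like transcripts removed, both set before the data were examined. On the TPM scale of the study, with its unlogged linear model and under its own rule, chosen after seeing the values, all 3 transcripts passed, and their log2 fold changes of 6.88 (Ttc4-209), 6.00 (Nav3-204) and 2.10 (Ablim1-220) in TAC+PUE against TAC match the supplement's.

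The paper states that Mhrt and Meg3 were dysregulated in TAC, and Mhrt did not pass here (0.21, adjusted p = 0.26 from limma) apart from without TAC replicate 2 (0.37) and with the rRNA-like transcripts removed (0.71), while the transcript Meg3-204 did (0.80, over transcripts that the authors had selected). The supplement's own values, the paper's, go the other way for the test of Meg3-204, at a log2 fold change of 0.56 and an adjusted p of 0.385. The paper places Srf, Igf2, Igfbp4 and Igfbp6 among the genes co-expressed with Airn, and here they were not past 0.95. Srf was past it after median-ratio scaling and without TAC+PUE replicate 2, and Igf2, Igfbp4 and Igfbp6 in none of the settings run. The paper finds the top 150 genes enriched in functions of translation initiation, proliferation and insulin-like growth factor binding, and proposes Jak-STAT signalling from KEGG. The lists used here, which are not the terms of DAVID, held 1 such gene among the 150, Osmr. Lists of this size would mostly hold 0 of the 150 by chance, so this does not speak against the paper's enrichment. Its terms of poly(A) RNA binding and endocytosis had no list here.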

Other observations

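Chosen only after the result was seen were the tests of TAC+PUE against sham, of gene length, of the spread within groups, of the splits of the samples and of the TPM scale, and the settings that remove mitochondrially encoded mRNAs, take log2 Gm26917 as a covariate or leave out the libraries of high Myl7, while the gene lists and the other settings were set in advance.

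Genes of the hypertrophy programme, which loaded heart muscle cells switch on, mostly rose in TAC: of 14 tested 10 rose and 1 fell, with the same counts when adjusted over the list alone (median log2 fold change 0.84, adjusted p = 5.84e-04 from limma's camera; adjusted p = 0.63 with an estimated correlation). Nppa, the atrial natriuretic peptide, rose by 2.93 (standard error 0.14, adjusted p = 4.62e-06 from limma), Acta1, skeletal alpha actin, by 2.27 (adjusted p = 4.29e-05), and Myh7, whose protein β-MHC is shown in Fig. 1D, by 0.85 (adjusted p = 3.59e-04). Of 34 genes of the extracellular matrix 23 rose and 2 fell, again with the same counts when adjusted over the list alone (median 0.92, adjusted p = 9.12e-08 from limma's camera; adjusted p = 0.61 with an estimated correlation). Among them the fibrillar collagen Col1a1 rose by 2.18 and Lum, a proteoglycan that binds collagen, fell by 1.11 (adjusted p = 1.59e-05 and 0.0028 from limma). Genes of fatty acid oxidation fell in 16 and rose in 4 of 28 cases (18 and 4 when adjusted over the list alone), with Pdk4, a kinase that holds back glucose oxidation, down by 3.38 and Ucp3, a mitochondrial uncoupling protein, by 2.37 (adjusted p = 3.31e-06 and 3.29e-05 from limma). The median of this list was -0.44 (adjusted p = 0.070 from limma's camera, and 0.85 with an estimated correlation), it passed without sham replicate 1 (-0.46, adjusted p = 0.022), 2 (-0.40, 0.046) or 3 (-0.47, 0.022), at a minimum of 10 FPKM (-0.44, 0.027), with the replicate block (-0.44, 0.0071), in the unlogged linear model (-0.42, 0.043) and with the rRNA-like transcripts and mitochondrially encoded mRNAs removed (-0.58, 0.026), and it turned to 0.06 with the rRNA-like transcripts removed. All 13 mitochondrially encoded mRNAs fell, also when adjusted over the list alone (median -4.01, adjusted p = 2.77e-06 from limma's camera, and 0.45 in the unlogged linear model, at a median of -3.85; adjusted p = 0.63 with an estimated correlation). Contractile and calcium handling genes rose in 12 and fell in 4 of 22 cases (13 and 4 when adjusted over the list alone; median 0.54, adjusted p = 0.014 from limma's camera, but 0.063 after median-ratio scaling, at a median of 0.70, and 0.11 at a minimum of 10 FPKM, at 0.54; adjusted p = 0.68 with an estimated correlation), with Tnni3, cardiac troponin I, up by 1.09 and Pln, which restrains the calcium pump, down by 2.09 (adjusted p = 9.47e-04 and 5.83e-05 from limma). Beside these groups all 6 erythroid markers rose (median 2.15, adjusted p = 3.79e-05 from limma's camera; adjusted p = 0.61 with an estimated correlation), as did 3 of 4 atrial markers (median 2.66, adjusted p = 0.028 from limma's camera, but 0.067 without TAC replicate 1, at a median of 3.05, 0.095 without TAC replicate 3, at 2.86, 0.063 after median-ratio scaling, at 2.80, 0.071 with the rRNA-like transcripts removed, at 3.45, 0.11 in the unlogged linear model, at 2.82, and 0.20 at a minimum of 10 FPKM, at a lower median over 2 genes) and, in a list of 4 small structural and rRNA-like transcripts, Gm26917 and Gm42418 but not Gm37376 and Lars2 (median 1.27, adjusted p = 0.036 from limma's camera, but 0.068 after median-ratio scaling, at a median of 1.42, 0.30 in the unlogged linear model, at 1.21, and 0.078 at a minimum of 10 FPKM, at 2.54), all with the same counts when adjusted over the list alone and the last 2 lists at an adjusted p = 0.61 with an estimated correlation. With log2 Gm26917 as a covariate the contractile (0.23), mitochondrially encoded (0.095), erythroid (0.23), atrial (0.12) and small structural and rRNA-like (0.69) lists no longer passed by adjusted p from limma's camera, the last 2 medians (the latter -0.01) turning below 0 and the others at 0.13, -0.43 and 0.68, while immediate early genes passed downward (0.0021, median -0.66) and proliferation upward (0.014, median 0.65), limma called none of the genes named here, and Nppa (-0.39), Lum (0.09) and Tnni3 (-0.18) turned sign.

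Under puerarin the parts of this response went different ways. The mitochondrially encoded mRNAs all rose in TAC+PUE against TAC, also when adjusted over the list alone (median 2.95, adjusted p = 5.70e-06 from limma's camera, and 0.86 in the unlogged linear model, at a median of 2.81; adjusted p = 0.96 with an estimated correlation), Pdk4 rose by 2.51 and Pln by 1.66, and Tnni3 fell by 1.08 (adjusted p = 4.15e-04, 0.0033 and 0.0049 from limma). Col1a1 fell by 0.81 (adjusted p = 0.015 from limma), a call lost without TAC replicate 1 (-0.69) or TAC+PUE replicate 3 (-0.62). Thbs4, a thrombospondin of injured heart, and Cilp, a matrix protein made by fibroblasts, had risen in TAC by 1.65 and 1.15 and rose again by 2.21 and 1.69 (adjusted p = 3.15e-05, 2.43e-04, 4.15e-04 and 0.0023 from limma). Postn, a mark of activated fibroblasts, had not passed in TAC (-0.21, adjusted p = 0.39, though it passed at -0.48 without TAC replicate 2 and turned to 0.25 with the rRNA-like transcripts removed), and Xirp2, which binds actin at cell junctions, had fallen there by 1.26 (adjusted p = 4.70e-04 from limma), and both rose under puerarin, by 1.96 and 2.18 (adjusted p = 0.0033 each from limma). Myh7 (0.08, adjusted p = 0.70 from limma, and -0.27 after median-ratio scaling and -0.24 with the rRNA-like transcripts removed) and Nppa (1.03, adjusted p = 0.086, passing at 1.52 without TAC+PUE replicate 1 and at 1.03 with the replicate block) did not pass. Nppa is also on the list of atrial markers. Leaving out TAC+PUE replicate 1 keeps TAC+PUE replicates 2 and 3, where the atrial gene Myl7 stood at 708 and 245 FPKM. As lists, the hypertrophy programme rose in 6 of 14 genes, as when adjusted over the list alone (median 0.54, adjusted p = 0.54 from limma's camera), the matrix rose in 15 and fell in 4 of 35 (17 and 7 when adjusted over the list alone; median 0.40, adjusted p = 0.91 from limma's camera), and fatty acid oxidation rose in 6 and fell in 4 of 28, as when adjusted over the list alone (median 0.22, turning to -0.13 after median-ratio scaling and -0.09 with the rRNA-like transcripts removed; adjusted p = 0.64 from limma's camera, which pointed down). The contractile genes fell in 8 and rose in 2 of 22 cases (8 and 3 when adjusted over the list alone; median -0.35, adjusted p = 8.39e-05 from limma's camera; adjusted p = 0.30 with an estimated correlation). Beside them 2 of 6 erythroid markers fell (3 when adjusted over the list alone; median -0.72, adjusted p = 0.0040 from limma's camera, but 0.14 after median-ratio scaling, where the median was larger at -1.07, 0.071 with the rRNA-like transcripts removed, at -1.08, 0.060 at a minimum of 10 FPKM, at -1.02, and 0.13 in the unlogged linear model, at -0.56; adjusted p = 0.96 with an estimated correlation), in the list of small structural and rRNA-like transcripts Gm26917 and Gm42418 fell and the 2 others did not pass, as when adjusted over the list alone (median -0.83, adjusted p = 0.0040 from limma's camera, but 0.060 after median-ratio scaling, at a median of -1.15, and 0.34 in the unlogged linear model, at -0.80; adjusted p = 0.71 with an estimated correlation), and 1 of 7 atrial markers rose (none when adjusted over the list alone; median 1.23, adjusted p = 0.75 from limma's camera). With log2 Gm26917 as a covariate the erythroid (median 0.02, adjusted p = 0.22 from limma's camera) and small structural and rRNA-like (-0.01, 0.35) lists no longer passed, and the matrix (0.35, 5.35e-04), atrial (3.33, 0.0011), ribosomal (0.47, 3.16e-05), immediate early (0.68, 0.014) and fibroblast (0.52, 0.029) lists passed upward and fatty acid oxidation (-0.03, 0.012) and smooth muscle (0.00, 0.021) downward. The unlogged linear model ended the call of each gene named in this part for TAC+PUE against TAC, where it called 0 mRNAs.

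TAC+PUE hearts were also set against sham, where libraries were not left out singly. The hypertrophy programme was higher in 12 of 14 genes (14 when adjusted over the list alone; median 0.94, adjusted p = 1.20e-09 from limma's camera; adjusted p = 0.27 with an estimated correlation), with Acta1 up by 2.73 and Ankrd1, a stretch-responsive protein of the sarcomere, by 1.63 (adjusted p = 3.06e-04 and 0.0022 from limma). The matrix was higher in 29 of 36 (31 when adjusted over the list alone; median 1.04, adjusted p = 1.20e-18 from limma's camera; adjusted p = 0.27 with an estimated correlation), with Thbs4 up by 3.86 (adjusted p = 2.24e-07 from limma). Replication-dependent histones were higher in 56 of 65 (60 when adjusted over the list alone; median 1.11, adjusted p = 1.91e-26 from limma's camera; adjusted p = 0.35 with an estimated correlation) and macrophage markers in 14 of 22 (14 higher and 1 lower when adjusted over the list alone; median 0.66, adjusted p = 8.51e-06 from limma's camera; adjusted p = 0.35 with an estimated correlation). Fatty acid oxidation fell in 3 of 28, as when adjusted over the list alone (median -0.27, adjusted p = 1.20e-09 from limma's camera; adjusted p = 0.35 with an estimated correlation), and the mitochondrially encoded mRNAs in 2 of 13 (11 when adjusted over the list alone; median -1.12, adjusted p = 1.36e-09 from limma's camera; adjusted p = 0.35 with an estimated correlation). These medians held their sign under median-ratio scaling and with the rRNA-like transcripts removed. Atrial markers were higher in 6 of 7, as when adjusted over the list alone (median 3.96, adjusted p = 2.15e-04 from limma's camera; adjusted p = 0.35 with an estimated correlation), erythroid markers in 4 of 6 (6 when adjusted over the list alone; median 1.44, adjusted p = 0.0046 from limma's camera, but 0.087 without the libraries of high Myl7, at a median of 0.38; adjusted p = 0.59 with an estimated correlation), and the small structural and rRNA-like transcripts in 1 of 4, Gm26917, as when adjusted over the list alone (median 0.44, adjusted p = 0.35 from limma's camera). Overall 1381 mRNAs were higher and 133 lower of 11261 (91.2% higher), against 51.3% after median-ratio scaling (782 and 743), 97.7% with the rRNA-like transcripts removed and the libraries rescaled (3843 and 91) and 63.6% with the mitochondrially encoded mRNAs removed as well (822 and 471), and without the libraries of high Myl7 365 and 56. That last fit holds 1 TAC+PUE mouse, which is assumed to vary like the sham and TAC mice. Lists past 0.05 by limma's camera numbered 13 of 23, and 0 with an estimated correlation, where the lowest adjusted p was 0.27.

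Of the remaining lists in TAC against sham, glycolysis rose in 10 of 19 (median 0.35, adjusted p = 0.0033 from limma's camera), cytosolic ribosomal proteins rose in 32 and fell in 8 of 78 (30 and 7 when adjusted over the list alone; median 0.21, adjusted p = 0.0016), and macrophage markers rose in 12 and fell in 4 of 21 (median 0.63, adjusted p = 0.0023), with adjusted p = 0.85, 0.85 and 0.71 with an estimated correlation. C1qa, a complement part made by macrophages, rose by 1.30 in TAC and fell by 0.64 under puerarin (adjusted p = 5.14e-05 and 0.013 from limma), the fall being lost without TAC+PUE replicate 1 (-0.53) and in the unlogged linear model (-0.63), which called 0 mRNAs in TAC+PUE against TAC. Not past 0.05 by limma's camera were oxidative phosphorylation (22 higher and 18 lower of 76; median 0.04, adjusted p = 0.13, and 0.035 with the rRNA-like transcripts removed, at a median of 0.54), AMPK with mTOR and Nrf2 (3 and 11 of 30; -0.23, adjusted p = 0.15), immediate early genes (6 and 5 of 18; 0.07, adjusted p = 0.27), and the markers of endothelium (6 and 6 of 14; 0.04, adjusted p = 0.53), fibroblasts (6 and 2 of 12; 0.31, adjusted p = 0.11) and smooth muscle (6 and 3 of 11; 0.53, adjusted p = 0.16). Apart from the ribosomal list their counts were the same when adjusted over the list alone. With the rRNA-like transcripts removed the median of the AMPK list turned to 0.23, and with the mitochondrially encoded mRNAs removed as well those of oxidative phosphorylation, immediate early genes and endothelium turned to -0.09, -0.06 and -0.08.

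For TAC+PUE against TAC limma's camera put glycolysis lower (1 higher and 3 lower of 19, and 1 lower when adjusted over the list alone; median -0.23, adjusted p = 2.13e-04) and oxidative phosphorylation lower (11 and 16 of 76, as when adjusted over the list alone; -0.03, adjusted p = 1.40e-04, but 0.060 at a minimum of 10 FPKM, at a median of -0.03), both at an adjusted p = 0.96 with an estimated correlation. It did not pass ribosomal proteins (21 and 2 of 78, and 16 and 1 when adjusted over the list alone; 0.18, adjusted p = 0.59), AMPK with mTOR and Nrf2 (10 higher of 30, as when adjusted over the list alone; 0.31, adjusted p = 0.59), immediate early genes (3 and 2 of 18, none when adjusted over the list alone; 0.42, adjusted p = 0.80), histones (11 and 5 of 64, and 5 and 1 when adjusted over the list alone; 0.13, adjusted p = 0.097, and 0.0029 without TAC+PUE replicate 2, at a median of 0.02), or the markers of endothelium (4 and 1 of 14; 0.14, adjusted p = 0.60), macrophages (6 and 3 of 21; 0.37, adjusted p = 0.80), fibroblasts (2 higher of 12; 0.37, adjusted p = 0.80) and smooth muscle (1 and 2 of 11; -0.02, adjusted p = 0.15), these 4 with the same counts when adjusted over the list alone. The test pointed down for the ribosomal, immediate early, histone, endothelial and macrophage lists, whose medians are above 0. After median-ratio scaling the ribosomal, histone, endothelial and macrophage medians turned to -0.17, -0.18, -0.21 and -0.01. Nfe2l2, the regulator of antioxidant genes also called Nrf2, fell by 1.19 in TAC and rose by 1.05 under puerarin (adjusted p = 9.99e-05 and 0.0033 from limma), the latter lost in the unlogged linear model (1.04), which called 0 mRNAs in TAC+PUE against TAC. The skeletal muscle list has 1 gene in the tables, at 0.58 in TAC, where it passed, and -0.41 under puerarin, where it did not, the fat cell list had 1 gene tested under puerarin (-0.02, not past), and no lung marker is in the tables.

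In TAC against sham 2801 mRNAs were higher and 3961 lower of 10876 at an adjusted p under 0.05 from limma (41.4% higher), against 52.2% after median-ratio scaling, 72.4% with the rRNA-like transcripts removed and the libraries rescaled, and 34.4% with the mitochondrially encoded mRNAs removed as well. For TAC+PUE against TAC 3592 were higher and 585 lower of 11064 (86.0% higher), against 43.7, 52.5 and 80.2%. The higher ones numbered 2132 without TAC+PUE replicate 1, and the lower ones 351 without TAC replicate 2, 206 without TAC+PUE replicate 1 and 272 without TAC+PUE replicate 3. The groups did not overlap for 70.3% of 11687 genes and 53.5% of 11788, where chance gives 10%. The 10 splits of 3 against 3 are too few for a share under 0.05: the real split gave 6762 mRNAs, 11 gene lists and 59 lncRNA transcripts in TAC against sham, and the highest other 0, 10 and 0, and in TAC+PUE against TAC the real one gave 4177, 6 and 23 and the highest other 1, 10 and 0. The splits with as many, the real one included, numbered 1, 1 and 1, and 1, 9 and 1.

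Across 11261 mRNAs, which are not independent replicates, the log2 fold changes of TAC over sham and of TAC+PUE over TAC correlated at -0.851 (covariance -0.258), with opposite signs for 82.7%. Both use the TAC libraries, and 100 simulated draws with no effect gave a mean correlation of -0.496 and covariance of -0.0159. With TAC libraries not shared between the 2 sides the correlation lay between -0.795 and -0.709. Of 10743 mRNAs tested in both, 3068 were lower in TAC and higher in TAC+PUE (1252 if independent), 571 higher and then lower (153), 33 higher in both (911) and 0 lower in both (209), where part of the excess may come from the shared TAC libraries. Without TAC replicate 1 the correlation was -0.831.

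On the TPM scale of the study 97.5% of the lncRNA transcripts called by its rule were lower in TAC. With 1 constant for all libraries 81.3% were, so the scaling of each library by its own constant, apparently from its lncRNA total, is a candidate explanation for part of the excess. A general fall of lncRNA genes under pressure overload stays open. Among the called lncRNA genes of the gene tables 52.6% were lower after median-ratio scaling (exact 95% interval 44.9 to 60.2). That interval treats genes of the same libraries as independent, so it does not measure the spread between mice. The share moves with the scaling. In TAC 37.5% of the called lncRNA genes were higher in the main setting and 61.1% with the rRNA-like transcripts removed. With the mitochondrially encoded mRNAs removed as well 26.4% were higher.

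Longer genes had lower fold changes in TAC and higher ones under puerarin (Spearman's rho with genomic length -0.372 and 0.319 across 11249 mRNAs, which are not independent replicates), with medians of 0.32 and -0.38 in the shortest and longest of 5 groups in TAC and -0.01 and 0.42 under puerarin. The median SD of log2 values within a group was 0.082 in sham, 0.201 in TAC and 0.161 in TAC+PUE over 3131 mRNAs of a mean of at least 10 FPKM, and 0.086, 0.222 and 0.476 over 18 immediate early genes. Erythroid markers lay 1.98, 1.88 and 2.51 above sham in TAC replicates 1, 2 and 3, and 0.36, 1.47 and 2.33 in TAC+PUE replicates 1, 2 and 3.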
